# Gene Profiling of *Mta1* Identifies Novel Gene Targets and Functions

**DOI:** 10.1371/journal.pone.0017135

**Published:** 2011-02-25

**Authors:** Krishna Sumanth Ghanta, Da-Qiang Li, Jeyanthy Eswaran, Rakesh Kumar

## Abstract

**Background:**

Metastasis-associated protein 1 (MTA1), a master dual co-regulatory protein is found to be an integral part of NuRD (Nucleosome Remodeling and Histone Deacetylation) complex, which has indispensable transcriptional regulatory functions via histone deacetylation and chromatin remodeling. Emerging literature establishes MTA1 to be a valid DNA-damage responsive protein with a significant role in maintaining the optimum DNA-repair activity in mammalian cells exposed to genotoxic stress. This DNA-damage responsive function of MTA1 was reported to be a P53-dependent and independent function. Here, we investigate the influence of *P53* on gene regulation function of *Mta1* to identify novel gene targets and functions of *Mta1*.

**Methods:**

Gene expression analysis was performed on five different mouse embryonic fibroblasts (MEFs) samples (i) the *Mta1* wild type, (ii) *Mta1* knock out (iii) *Mta1* knock out in which *Mta1* was reintroduced (iv) *P53* knock out (v) *P53* knock out in which *Mta1* was over expressed using Affymetrix Mouse Exon 1.0 ST arrays. Further Hierarchical Clustering, Gene Ontology analysis with GO terms satisfying corrected p-value<0.1, and the Ingenuity Pathway Analysis were performed. Finally, RT-qPCR was carried out on selective candidate genes.

**Significance/Conclusion:**

This study represents a complete genome wide screen for possible target genes of a coregulator, Mta1. The comparative gene profiling of *Mta1* wild type, *Mta1* knockout and *Mta1* re-expression in the *Mta1* knockout conditions define “bona fide” *Mta1* target genes. Further extensive analyses of the data highlights the influence of *P53* on *Mta1* gene regulation. In the presence of *P53* majority of the genes regulated by *Mta1* are related to inflammatory and anti-microbial responses whereas in the absence of *P53* the predominant target genes are involved in cancer signaling. Thus, the presented data emphasizes the known functions of *Mta1* and serves as a rich resource which could help us identify novel *Mta1* functions.

## Introduction

Gene expression is central to variety of fundamental cellular processes that governs the growth and proliferation in mammalian cell. It is a highly regulated process that is governed by transcription factors and their co-regulators in the target gene chromatin [1]–[3]. Co-regulators are emerging transcription factor (TF) family that stringently controls the actions of almost “all” nuclear receptors (NRs) through direct binding to NRs rather than binding to DNA [1]–[4]. Recent literature highlights the significance of coregulators in induction or repression of gene transcription [5], [6]. In fact, the coregulators either function as enzymes that are essential for gene expression or they regulate other coregulators through diverse mechanisms [6]–[10]. There has been a tremendous focus on understanding the molecular mechanism of coregulators due to their crucial regulatory role in almost “all” TF-dependent gene expression and nuclear receptors dependent functions in several tissues such as breast, ovary, prostate, gastrointestinal, pancreatic and lungs [5], [11], [12]. More interestingly, many cancers over express “growth coactivators” that allow the cancer cell to hijack these molecules which consequently results in rapid proliferation, malignant process and rapid metastasis.

One emerging group of chromatin modifiers and coregulators is the metastasis-associated protein (MTA) family. This family comprises three different known genes (*MTA1*, *MTA2*, and *MTA3*) and is an integral part of the NuRD (Nucleosome Remodeling and Histone Deacetylation) complex that has indispensable transcriptional regulatory functions via histone deacetylation and chromatin remodeling [13], [14]. MTA1, the founding member of the MTA family was initially identified through differential screening of a cDNA library from rat metastatic breast tumors as an upregulated gene [15], [16]. Subsequent studies found MTA1 to be widely up-regulated in various human cancers and established to be involved in tumorigenesis, tumor invasion, and metastasis [13], [17]. Owing to its name as a coregualtor the repressor function of MTA1 is observed through its direct interaction with ERα [18] and HDACs which represses estrogen-responsive element (ERE) transactivation activity in a HDAC-sensitive manner that promotes the development of hormone-independent growth of breast cancer cells. In addition, MTA1-NuRD complex was also reported to negatively regulate BRCA1 transcription by physically associating with an atypical estrogen-responsive element (ERE) on the BRCA1 promoter [19]. The transcription activator function of MTA1 is evident from reports showing the stimulation of breast cancer-amplified sequence 3 (BCAS3) [20] and paired box gene 5 (Pax 5) [21] promoters mainly through the interaction with RNA polymerase II. It is noteworthy that the MTA family members exist in distinct NuRD complexes, and functional redundancy is lacking among MTA family members [22].

Further, recent studies from this laboratory have discovered for the first time that MTA1 is a bona-fide DNA-damage responsive protein due to the induction of intracellular levels of MTA1 by ionizing radiation (IR) and an integral component of DNA damage response and contributes to double-strand DNA break repair [23]. One of the main DNA damage responsive mechanisms employed by MTA1 is through direct interaction and controlling the stability of P53 [24]. P53 is a well-studied tumor suppressor protein which plays a central role in preserving the genomic integrity in response to DNA damage, through inhibiting its ubiquitination by E3 ubiquitin ligases, mouse double minute 2 (Mdm2) and constitutive photomorphogenic protein 1 (COP1), thereby regulating the P53-dependent DNA repair [25]–[27]. Interestingly, these events could be reversed by MTA1 reintroduction, indicating that MTA1 interjects into the P53-dependent DNA repair [24]. This identified interplay between oncogene (MTA1) and tumor suppressor (P53) exemplifies the highly complex check point mediated “failsafe mechanism” that controls the mitogenic signaling. Moreover, studies from our laboratory illustrated the participation of MTA1 in a P53-independent DNA damage response. MTA1-histone deacetylase 2 (HDAC2) complexes recruit P53-independent transcriptional corepressor, p21WAF1 [28], [29] onto two selective regions of the p21WAF1 promoter which increases p21WAF1 binding to proliferating cell nuclear antigen (PCNA). This decreases the nuclear accumulation of PCNA in response to ionizing radiation [30]. MTA1 is also shown to be stabilized by UV radiation in ATR (Ataxia teleangiectasia and Rad3-related) kinase dependent manner and there is a subsequent increase in MTA1 binding to ATR. However, depletion of MTA1 compromises the ATR-mediated Chk1 activation following UV treatment. Consequently, expression of MTA1 in P53-null cells results in increased induction of histone, γH2AX [31] foci and DNA double strand break repair and decreased DNA damage sensitivity following ionizing radiation treatment. These early studies linking the MTA/NuRD complexes to DNA-damage response were further supported by more recent reports showing the recruitment of the NuRD complexes to the site of DNA damage [32], [33] Together, the P53-independent role of MTA1 in DNA damage response connects NuRD complex and DNA-damage response pathways [34].

To further characterize the potential mechanism for the functional role of MTA1 in DNA repair, we performed a complete gene profiling study to identify differences between the *MTA1* ^+/+^ and *MTA1* ^−/−^ mouse embryonic fibroblasts (MEFs) in the presence and absence of P53, using Affymetrix Mouse Exon 1.0 ST arrays. The comparative gene profiling of *Mta1* wild type, *Mta1* knock out and *Mta1* knockout in which *Mta1* was reintroduced conditions define “bona fide” Mta1 target genes such as *Egr2*, *Phf17*, and *Aw551984*. In depth analyses of the microarray data of all five samples that include the above three along with *P53* knockout and *P53* knockout with *Mta1* over expression clearly indicates influence of *P53* on *Mta1* gene regulation. Mta1 target genes are mostly involved in inflammatory and anti-microbial responses in the presence of P53 whereas the predominant target genes and functions identified appear to be related to cancer signaling in the absence of P53. Thus, we provide a complete gene profiling of *Mta1* which not only emphasizes the known functions of Mta1 but also acts as a guide to identify novel functions.

## Results

### Strategy to identify the possible target genes of MTA1 in a P53 dependent and independent manner

The aim of the study is to identify the genes that are regulated by *Mta1* in P53 dependent and independent manners. The detailed schematic of the strategy followed to identify the genes is shown in Figure 1. Murine Embryonic Fibroblasts (MEFs) from wild type, *Mta1* knockout [35] and *P53* knockout mice embryos [36] were isolated and cultured to obtain five different types of samples, each in triplicates, for the identification of the genes that are regulated by *Mta1* with/without the *P53* background. The sample sets are as follows: 1) *Mta1*-Wildtype (WT), 2) *Mta1*-knockout (*Mta1*-KO) [23], 3) *Mta1* transfected into the *Mta1*-knock out MEFs (*Mta1*-KO/*Mta1*), 4) *P53*-Knock (*P53*-KO) and 5) *Mta1* over expressed in the *P53*-Knockout MEFs (*P53*-KO/*Mta1*) [30]. The protein levels of Mta1 in all the five samples are compared using Western blot probed with Mta1 antibody (Figure S1). Total RNA was isolated from the MEFs, cDNA was prepared, processed and hybridized onto Affymetrix Mouse Exon 1.0 ST arrays. 

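The Mta1 transcript itself was lower in the knockout MEFs and was not higher in the arrays labelled Mta1-KO/Mta1. Mta1, a subunit of the NuRD chromatin remodeling and deacetylase complex, has a single probe row on these arrays. Its log2 values, relative to the row's median over all arrays, were 0.08, -0.06 and 0 in the WT arrays, -1.06, -1.08 and -1.10 in Mta1-KO, and -1.13, -1.35 and -1.28 in Mta1-KO/Mta1. In P53-KO they were 0.36, 0.52 and 0.37, and in P53-KO/Mta1 they were 0.65, 0.76 and 0.65. Mta1-KO differed from WT by -1.09 on the log2 scale (standard error 0.066, adjusted p = 6.17e-09 from limma). The change from Mta1-KO to Mta1-KO/Mta1 was -0.17 (adjusted p = 0.0669), and Mta1-KO/Mta1 stayed below WT by -1.26 (adjusted p = 1.50e-09). P53-KO/Mta1 differed from P53-KO by 0.27 (adjusted p = 0.00603), which is below a fold of 2. The probes of this row may lie outside the deleted part of the gene or outside the introduced sequence, so the row checks neither, and the Western blot of Fig. S1, which compares the protein, does not settle what the RNA row reads. The groups are therefore named below as the arrays are labelled. No row read Trp53 alone, and the P53 knockout was not checked here.

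**Figure D1:**
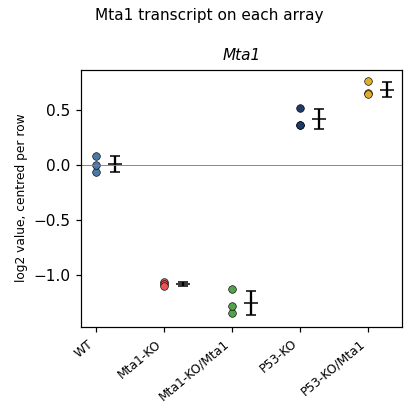
Log2 value of the Mta1 probe row, centred on the row's median, on each array of the 5 groups. Points are the 3 arrays of a group and the bar beside them is the mean ± SD; the Mta1-KO and Mta1-KO/Mta1 arrays all lie at or below -1.06, and the WT arrays all lie at or above -0.06.

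The arrays measured gene-level RNA in 5 groups of 3 arrays each, 15 arrays in all. The sample labels give embryonic day 9.0 for the WT, Mta1-KO and Mta1-KO/Mta1 MEFs and day 12.5 for the P53-KO and P53-KO/Mta1 MEFs, so the P53 background and the age of the embryos cannot be separated. The paper calls the arrays biological replicates but does not state whether they came from separate embryos or cultures, so p-values measure the spread between these arrays, which may be technical. The deposited values are the authors' normalized log2 values from GeneSpring, 16755 probe rows by 15 arrays, each row centred on its median over the arrays, and they hold no absolute signal level. Array medians ranged from -0.0165 to 0.0231. The method that summarized the exon probes is not named in the paper's text. Of the rows, 14996 carry a single gene, 1019 carry several genes and 740 carry none. From there a linear model was fitted to all 5 groups with limma, and a row was called changed at a Benjamini-Hochberg adjusted p under 0.05 with a fold of at least 2, the study's thresholds. The number of arrays limits the precision: 10 residual degrees of freedom were left across the 5 groups.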

The gene expression data from all the samples were obtained, quality control steps were performed and the data was analyzed using GeneSpring GX 10.0.2 (Agilent Technologies).

**Figure 1:**
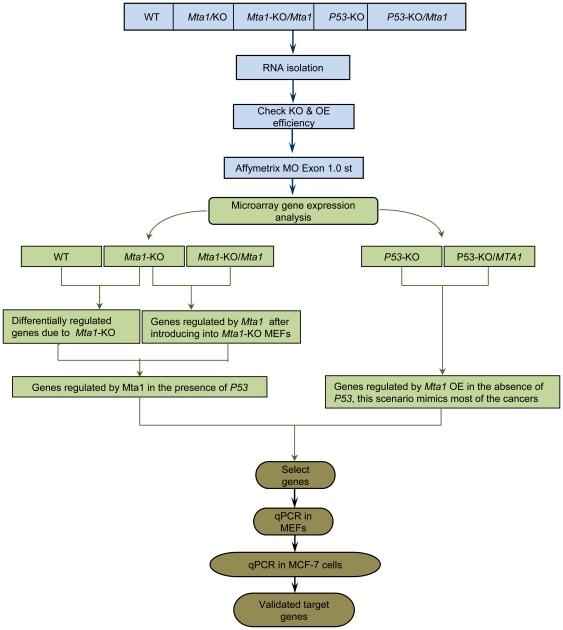
Schematic showing the experimental design of the study to identify the *Mta1* regulated genes with/without the effect of *P53*. RNA was extracted from all the samples Wild Type (WT), *Mta1* knock out (*Mta1-*KO), *Mta1* Re-expression in the *Mta1* knock out MEFS (*Mta1*-KO/*Mta1*), P53 knock out (*P53*-KO), *Mta1* over expression (OE) in the *P53* knock out MEFs ( *P53*-KO/*Mta1*). cDNA was prepared, processed and hybridized onto the Affymetrix Mouse Exon 1.0 ST arrays followed by the data analysis. Samples were compared to identify the differentially regulated genes and in turn the genes regulated by *Mta1* in *p53* dependent/independent manner and irrespective of *P53* status. Candidate genes were selected; these genes were validated using RT-qPCR assays in MEFs followed by RT-qPCR assays in MCF-7 human breast cancer cell line with the human homologs of the candidate mouse genes.

Genes regulated by *Mta1* under different conditions were identified by performing gene expression analysis followed by the Gene Ontology analysis. Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Inc) was used to identify top 15 statistically significant functions of the differentially regulated genes and top 15 canonical pathways in which these genes could play a role. Candidate genes were selected based upon the functions and our laboratory interests. RT-qPCR assays were performed to validate the microarray gene regulation of the selected candidate genes. The differential regulation of the candidate genes was confirmed using MEFs and the MCF7 human breast cancer cell line for the respective human homologs. Using this strategy, we have identified a set of genes which, we believe, are regulated by *Mta1* in *P53* dependent and independent manners, thus, providing overall gene profiling of *Mta1*.

### Quality Control and Gene Expression Analysis

We generated cDNAs from the total RNA of the corresponding MEFs and three biological replicates for each sample were hybridized. The raw data was obtained and normalized log2 ratio values were used to identify the differential gene expression levels across different samples. The quality control of all the samples and the replicates was analyzed by unsupervised Principle Component Analysis (PCA) method in which each of the samples, in a different color, was plotted in three dimensional (3D) space with components 1, 2 & 4 along X, Y & Z axes respectively. Figure 2 shows the PCA-plot with replicates of each sample clustered close to each other illustrating the similarity between the sample replicates. 

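The 15 arrays fell into their 5 labelled groups, and the Mta1-KO/Mta1 arrays lay close to Mta1-KO while the P53-KO/Mta1 arrays lay close to P53-KO. WT, Mta1-KO and P53-KO lay far from one another. The mean Euclidean distance over all probe rows was 42.3 between Mta1-KO and Mta1-KO/Mta1 and 47.5 between P53-KO and P53-KO/Mta1. It was 82.7 between WT and Mta1-KO, 90.3 between WT and P53-KO and 83.5 between Mta1-KO and P53-KO. The WT arrays were about as far from Mta1-KO/Mta1 (75.4) as from P53-KO/Mta1 (74.5). Every array had both of its replicates as its nearest arrays (15 of 15). Distances within a group ran from 15.5 to 29.6 and distances between groups from 39.1 to 93.7. Across probe rows, Pearson's r within groups ran from 0.868 to 0.961; rows are not independent replicates. Component 1 held 48.0% of the variance, component 2 held 32.3%, component 3 held 9.20% and component 4 held 3.74%.

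**Figure D2:**
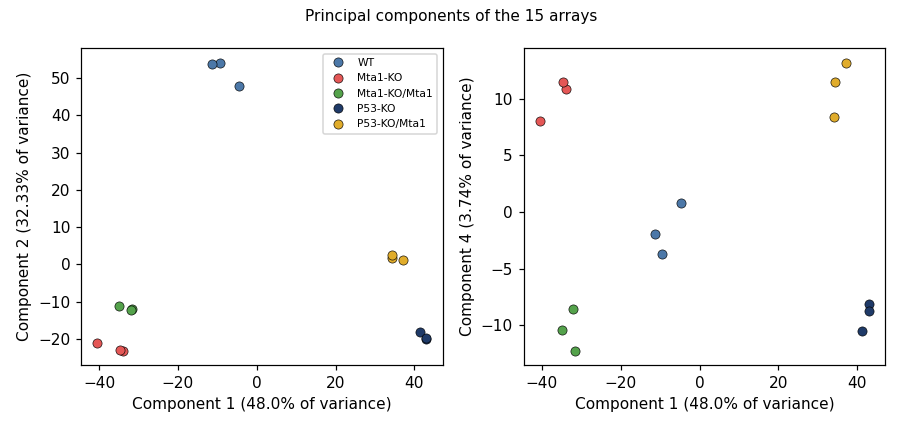
Principal components of the 15 arrays over all probe rows, component 1 against component 2 (left) and against component 4 (right), with the share of variance each holds. Each point is an array, coloured by group; the 3 arrays of each group lie together, and component 1 holds 48.0% of the variance.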

We performed unpaired t-test with a p-value less than 0.05 and Benjamini Hochberg false discovery rate (FDR) was applied for the multiple corrections to filter the false positives so that the statistically significant genes could be obtained.

**Figure 2:**
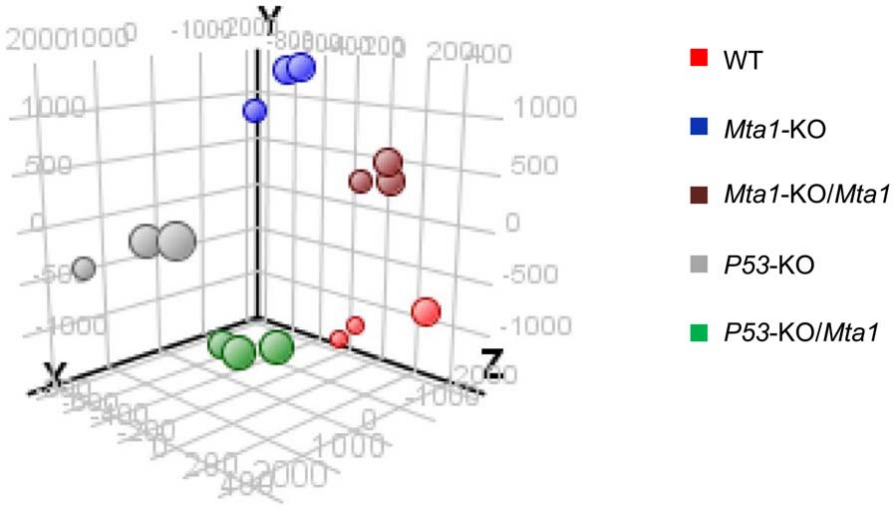
Principle Component Analysis as a quality control. All the sample sets (each in triplicates) were plotted in the 3-D PCA-plot. Out of the 4 total PCA components, components 1, 2 & 4 were plotted on columns X, Y & Z respectively.

### Genes regulated by *Mta1* in the presence of *P53* in MEFs

The initial comparison between the *Mta1* wild type, the *Mta1* knock out and *Mta1*-re-expression in knockout MEFs was performed. Although differential expression of the genes between *Mta1* wild type and *Mta1* knock out was reported by us earlier [30], our aim of this study is to identify the genes differentially regulated among *Mta1* wild type, *Mta1* knock out and *Mta1*-KO in which *Mta1* WT was reintroduced. Therefore, we have used the data from Li et al, (2010) for comparison. When *Mta1* WT and knockout conditions were compared, 1124 genes were reported with a fold change ≥±2.0 and with the p-value<0.05. These 1124 genes were either directly or indirectly regulated by *Mta1*. 

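Compared with WT, Mta1-KO MEFs had large rises of interferon-induced, acute phase and matrix genes and large falls of single genes such as Slc38a1, Cd34 and Sox2. Among the rises, the interferon-induced genes Trim30a and Ifit1 were 76.5-fold and 73.0-fold higher in Mta1-KO than in WT, and the protease inhibitor Serpina3n was 63.9-fold higher. The matrix proteins Postn (periostin), Lama4 (a laminin chain) and Dcn (decorin) were 48.5-fold, 30.9-fold and 29.9-fold higher. Among the falls, the amino acid transporter Slc38a1 was 44.0-fold lower, and Cd34, a surface protein of blood and endothelial progenitors, was 39.3-fold lower. Gatm, an enzyme of creatine synthesis, had a log2 fold change of -4.54, and Sox2, a transcription factor of pluripotent and neural progenitor cells, had one of -4.46. Cdkn2a, which encodes the P16 and ARF proteins, had a log2 fold change of -3.95 (standard error 0.084, adjusted p = 8.54e-14). Other large rises were those of Slfn3 (5.06), Rtp4 (4.84) and Lbp (4.82), and other large falls those of Rps6ka6 (-4.44), Mmp16 (-4.27), Tnfrsf11b (-4.18), Hoxc5 (-3.98) and Tceal1 (-3.93), each as a log2 fold change. In all, 1112 of 16755 probe rows changed, 708 up and 404 down. At an adjusted p under 0.05 with no minimum fold, 6732 rows passed. The median size of a called change was 1.47 on the log2 scale, and the median change over all rows was 0.03. Named genes are those whose 3 arrays of one group all lie above the 3 of the other, which chance gives for 10% of rows.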

Top 25 differentially expressed Affymetrix probes are shown in Table 1 (complete list is shown in Table S1, statistically summary is shown in Table S2). It is noteworthy that a gene encoding epidermal growth factor-containing fibulin-like extra cellular matrix protein 1 (*EFEMP1*) is identified to be up-regulated by 100 fold with the highest fold change regulation in the *Mta1* knockout MEFs when compared with the wild type *Mta1* MEFs. 

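Efemp1, which encodes the matrix protein fibulin-3, was higher in Mta1-KO than in WT by 6.71 on the log2 scale, a fold of 104. This was the largest rise among rows with a single gene symbol. Its centred log2 value was -5.54 ± 0.039 (SD, n = 3 arrays) in WT and 1.17 ± 0.058 (SD, n = 3) in Mta1-KO. The standard error of the difference was 0.047 (adjusted p = 1.43e-18 from limma). Efemp1 in the arrays labelled Mta1-KO/Mta1, whose Mta1 row was no higher than in Mta1-KO, differed from Mta1-KO by 0.08 (adjusted p = 0.273) and remained 110-fold above WT. P53-KO MEFs, which keep Mta1, had Efemp1 47.1-fold above WT, and P53-KO/Mta1 had it 18.5-fold above WT. From P53-KO to P53-KO/Mta1 it fell by 1.35 on the log2 scale (adjusted p = 1.16e-10).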

Interestingly, Sadr-Nabavi et al., (2009) reported a reduction in RNA and protein levels of EFEMP1 in human sporadic breast cancer tissues [37] which imply that over expression of *Mta1* could lead to down regulation of *EFEMP*. In addition, we also found that the gene encoding CD24/HSA had the maximum fold change among the down regulated genes. 

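The probe row that carries Cd24a, which encodes the cell adhesion molecule CD24, was 50.0-fold lower in Mta1-KO than in WT. Its log2 fold change was -5.64 (standard error 0.151, adjusted p = 7.39e-13 from limma), the largest fall over all rows. The row is assigned jointly to Cd24a and Gm6212, and the change cannot be assigned to either. Its centred value was 0.71 ± 0.227 (SD, n = 3 arrays) in WT and -4.93 ± 0.286 (SD, n = 3) in Mta1-KO. From Mta1-KO to the arrays labelled Mta1-KO/Mta1, in which the Mta1 row did not rise, it rose by 1.75 (adjusted p = 1.54e-06), and it stayed lower than in WT by a log2 difference of -3.89. In P53-KO it differed from WT by -0.77, and P53-KO/Mta1 differed from P53-KO by 0.49 (adjusted p = 0.0245); neither reached a fold of 2.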

CD24 is a cell adhesion molecule that is expressed on the surface of the infected cells [38].

**Table 1:** Top 25 differentially expressed Affymetrix Mouse Exon 1.0 St Array probe sets in MEFs between the wild type and *Mta1* knock out.

refseq	Gene Symbol	FC	Reg	Gene Description
NM_146015	*Efemp1*	100.24	up	epidermal growth factor-containing fibulin-like extracellular matrix protein 1
NM_009099	*Trim30*	79.45	up	tripartite motif-containing 30
NM_133871	*Ifi44*	79.08	up	interferon-induced protein 44
NM_009252	*Serpina3n*	72.25	up	serine (or cysteine) peptidase inhibitor, clade A, member 3N
NM_008331	*Ifit1*	71.62	up	interferon-induced protein with tetratricopeptide repeats 1
NM_015784	*Postn*	49.40	up	periostin, osteoblast specific factor
NM_009846	*Cd24a*	47.95	down	CD24a antigen | predicted gene, EG621324
NM_134086	*Slc38a1*	42.67	down	solute carrier family 38, member 1
NM_001033767	*EG240327*	41.75	up	predicted gene, EG240327
NM_001111059	*Cd34*	40.98	down	CD34 antigen
NM_011409	*Slfn3*	34.62	up	schlafen 3
NM_001085522	*RP24-320O9.1*	32.71	up	novel KRAB box containing protein
NM_010681	*Lama4*	30.71	up	laminin, alpha 4
NM_007833	*Dcn*	30.43	up	decorin
NM_009251	*Serpina3g*	30.43	up	serine (or cysteine) peptidase inhibitor, clade A, member 3G
NM_023386	*Rtp4*	28.17	up	receptor transporter protein 4
NM_010917	*Nid1*	27.87	up	nidogen 1 | similar to Nid1 protein
NM_008409	*Itm2a*	26.76	up	integral membrane protein 2A
NM_011854	*Oasl2*	26.58	up	2′-5′ oligoadenylate synthetase-like 2
NM_008489	*Lbp*	26.45	up	lipopolysaccharide binding protein
NM_019955	*Ripk3*	25.19	up	receptor-interacting serine-threonine kinase 3
NM_025711	*Aspn*	23.86	up	asporin
NM_025949	*Rps6ka6*	23.80	down	ribosomal protein S6 kinase polypeptide 6
NM_025961	*Gatm*	23.37	down	glycine amidinotransferase (L-arginine:glycine amidinotransferase)
NM_001001892	*EG630499*	23.27	up	histocompatibility 2, K1, K region

Top 25 probe sets with fold change of 2.0 or more and FDR less than 0.05 are shown. Wild type cells are the control against the knock out cells as treatment.

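The arrays labelled Mta1-KO/Mta1 had lower matrix and interferon-induced transcripts than Mta1-KO and higher transcripts of single genes such as Akr1c18, Timp3 and Mt2. Asporin (Aspn), a small matrix proteoglycan, was 10.2-fold lower, the interferon-induced gene Ifi27l2a was 9.07-fold lower, and the immunoproteasome subunit Psmb9 was 4.56-fold lower. Akr1c18, which encodes a hydroxysteroid dehydrogenase, was 15.8-fold higher. Timp3, an inhibitor of matrix metalloproteases, was 5.75-fold higher and the metallothionein Mt2 was 3.93-fold higher. Further falls, as log2 fold changes, were those of Cbr2 (-2.60), Gvin1 (-2.39), Glipr1 (-2.12), Vnn3 (-1.93), Mme (-1.89) and Cyp2f2 (-1.88). Further rises were those of Tmem144 (2.33), Npr3 (1.90), Man1a (1.68), Sgce (1.62), Ctsk (1.59), Mtmr10 (1.47) and Ankrd1 (1.46). The adjusted p of these named genes from limma ran from 3.46e-11 for Akr1c18 and Ifi27l2a to 9.62e-06 for Mt2. In all, 186 of 16755 rows changed, 54 up and 132 down, and 4698 passed with no minimum fold. The Mta1 row did not rise in these arrays, so the direction of these changes is that of the labels.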

When *Mta1* was transfected into the *Mta1* knock-out MEFs and compared against the *Mta1*-KO, 184 differentially regulated genes were identified. The top 25 differentially regulated genes based upon fold change are shown in Table 2 (the entire list is shown in Table S3 and statistical summary in Table S4). Out of these 184 genes, 126 genes were found to be present in WT Vs *Mta1-*KO as well (1124 genes, Figure 3A top panel). Majority of these 126 genes appear to restore their functioning when *Mta1* is transfected back into the *Mta1* knock out cells. Among these 126 genes except 6 genes, rest of them regained their expression levels similar to WT. Therefore these represent “bona fide” *Mta1* target genes (Table 3 and Table S5). 

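Most genes that changed in both comparisons moved back towards WT. Asporin was 4.68 higher on the log2 scale in Mta1-KO than in WT and 3.35 lower again in the arrays labelled Mta1-KO/Mta1, and Ifi27l2a rose by 3.59 and fell by 3.18. Timp3 and Mt2 went the other way, with falls of 3.60 and 2.52 in Mta1-KO followed by rises. Of the 1112 rows changed in Mta1-KO and the 186 changed in Mta1-KO/Mta1, 129 changed in both. Of these 129, 121 changed in opposite directions (93.8%), 97 up in Mta1-KO and then down and 24 down and then up. The other 8 changed in the same direction, 7 up and 1 down. The row that fell in both was that of the chemokine Cxcl5, 4.21-fold and then 2.84-fold. Among the 7 that rose, Gask1b, named after its values were seen, rose by 2.74 and then by 1.22. Chance alone would give 5.58 rows up and then down, 1.30 down and then up, 2.28 up in both and 3.18 down in both. Both comparisons use the same Mta1-KO arrays, and part of the excess of opposite changes may come from that. Across rows the covariance of the changes was -0.0772, against -0.00434 in 100 simulations of unchanged arrays. Their correlation was -0.415, against -0.499. Unchanged arrays that share a group give about that correlation whatever the size of their spread, so the correlation cannot tell how much of the opposition the shared arrays give.

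**Figure D3:**
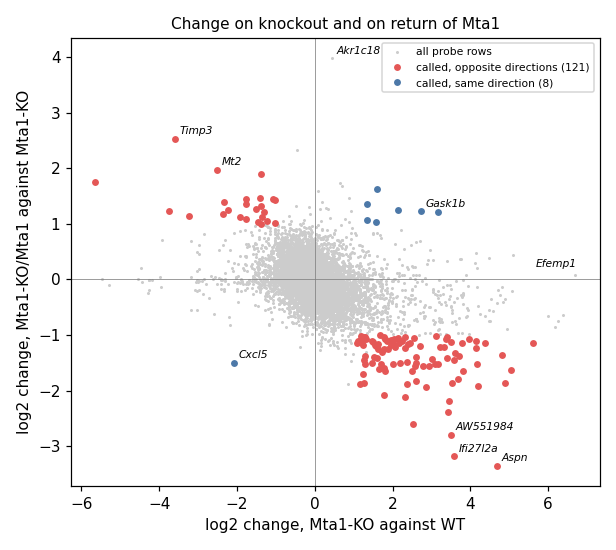
Log2 change of every probe row in Mta1-KO against WT (x axis) and in the arrays labelled Mta1-KO/Mta1 against Mta1-KO (y axis). Coloured points are the 129 rows changed in both comparisons, 121 of them in opposite directions; the Mta1 row did not rise in the arrays labelled Mta1-KO/Mta1.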

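Genes that moved back in the arrays labelled Mta1-KO/Mta1 recovered part of the distance to WT, and some reached it. Ankrd1 and Glipr1 came back to within 0.05 and 0.21 of WT on the log2 scale, and Cbr2 ended 0.08 below it. Psmb9, Aspn and Gvin1 remained above WT by 1.25, 1.34 and 1.05. Postn and Lbp remained above it by 4.46 and 3.46. Over the 121 rows that changed in opposite directions, the recovery, the change on return as a share of the change on knockout with its sign reversed, had a median of 65.8% (quartiles 48.1% and 85.5%, range 20.4% to 163%). These rows were chosen for a return of at least 2-fold, so a row with a small change on knockout could not show a low recovery. The shared Mta1-KO arrays also enter both changes. Against WT, 49 of the 121 were still called changed, each on the side of the knockout, and 72 were not. At an adjusted p under 0.05 alone, 99 still differed, and 50 lay within 1.5-fold of WT. Of the 129 rows changed in both comparisons, 57 were called against WT. After quantile normalization the median recovery was 82.7%, over the rows that changed in opposite directions under that setting, and 28 of the rows changed in both under it were called against WT. The Mta1 row in these arrays was not above that of Mta1-KO.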

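The rows that changed back were a small part of those changed in Mta1-KO. Efemp1, Slc38a1, Cd34, Gatm, Sox2 and Hoxc5, all with a fold above 15 in Mta1-KO, changed by at most 0.20 on the log2 scale in the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise. Trim30a and Ifit1 remained higher than in WT by 5.51 and 5.33, and Serpina3n by 5.35. Dcn, Rtp4 and Slfn3 remained higher by 4.55, 4.44 and 4.84. Of the 1112 rows changed in Mta1-KO, 983 were not called in Mta1-KO/Mta1 against Mta1-KO, and 10.9% changed back. In total 735 (66.1%) were still called against WT in the same direction, and the median recovery over all 1112 was 16.5%. The comparison of Mta1-KO/Mta1 with WT called 961 rows. From the genes that changed in both comparisons with opposite trends, the paper concludes that they are bona fide Mta1 targets.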

Since *P53* is present in all the three samples they reflect the number of genes influenced by *MTA1* in the presence of *P53*.

**Figure 3:**
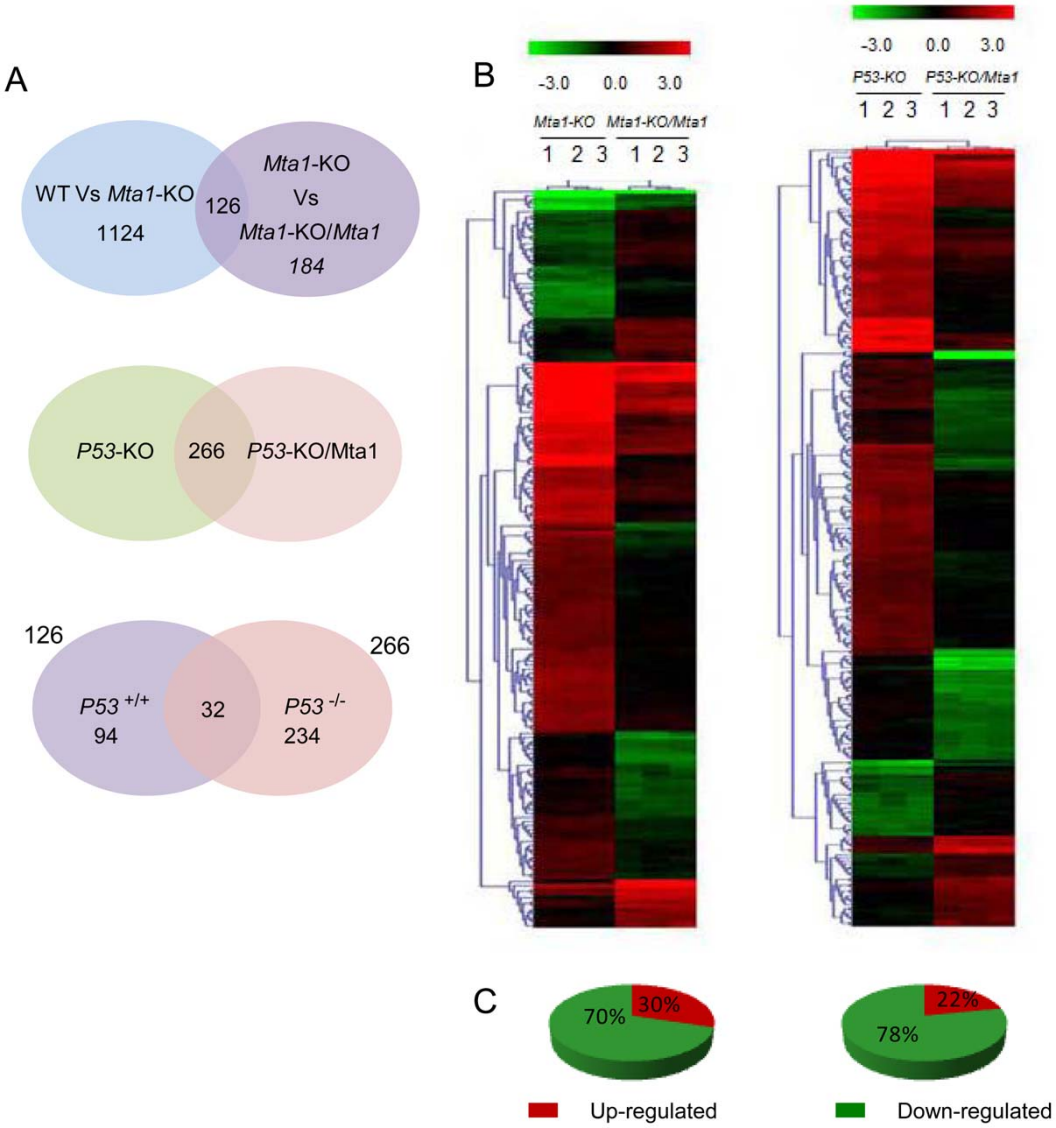
Genes regulated by *Mta1 *in the presence and absence of *P53*. **A**: Venn diagrams showing the number of genes that are identified to be genuinely regulated by *Mta1* in the presence and absence of *P53*. (i) The genes shown in WT vs. *Mta1*-KO (1124) are the genes affected by *Mta1* knock out and the genes that are present in *Mta1-*KO vs. *Mta1-*KO*/Mta1* (184) are affected due to re-expression of *Mta1* in the knockout MEFs. The genes that are differentially regulated in both the sets with opposite trends in the regulation are considered as the ‘bona fide’ genes regulated by *Mta1*. ii) Similarly, the intersection of *P53*-KO and *P53*-KO/*Mta1* represents the genes differentially regulated by *Mta1* over expression in the *P53-*KO MEFs. i.e. the genes regulated by *Mta1* in the absence of *P53*.This scenario of *Mta1* over expression and *P53* knock out/mutation mimics most of the cancers iii) The Venn diagram between genes regulated by *Mta1* in the presence of *P53*, *126* and genes regulated by *Mta1* in the absence of *P53*, *266* gives the genes that are regulated by *Mta1* only in the presence of *P53*, irrespective of *P53* status and only in the absence of *P53* respectively. **B**: Heat maps representing hierarchical clustering of the differentially regulation, plotted using the log2 values of the genes with p-value≤0.05 (unpaired t-test) and with fold change of at least 2 between the comparisons *Mta1* knock out vs. *Mta1* knock out/*Mta1* and *P53* knock out vs. *P53* knock out/Mta1. Each column represents a sample plotted in triplicates and each row in the heat map represents a gene that is differentially regulated in that particular comparison of samples. The color scale represents the degree of expression of the gene, green being the lowly expressed (below −3.0) and red being (above +3.0) the highly expressed genes in the sample sets with black as the center of the scale at ‘0’. **C**: Pie diagrams showing the percentage of up-regulated and the down-regulated genes in each sample comparison. The red segment of the pie represents the up-regulated genes whereas; the green segments represent the down regulated genes.

**Table 2:** Top 25 differentially expressed Affymetrix Mouse Exon 1.0 St Array probe sets in MEFs between the *Mta1* knock out and *Mta1* knock out/*Mta1*.

refseq	Gene Symbol	FC	Reg	Gene Description
NM_134066	*Akr1c18*	14.98	up	aldo-keto reductase family 1, member C18
NM_025711	*Aspn*	9.58	down	asporin
NM_029803	*Ifi27*	8.86	down	interferon, alpha-inducible protein 27
NM_178737	*AW551984*	6.75	down	Mouse homolog of human gene *VWA5A*
NM_007621	*Cbr2*	6.01	down	carbonyl reductase 2
NM_011595	*Timp3*	5.67	up	tissue inhibitor of metalloproteinase 3
NM_027495	*Tmem144*	5.13	up	transmembrane protein 144
NM_029000	*Gvin1*	4.89	down	GTPase, very large interferon inducible 1
NM_013585	*Psmb9*	4.53	down	proteasome (prosome, macropain) subunit, beta type 9 (large multifunctional peptidase 2)
NM_028608	*Glipr1*	4.36	down	GLI pathogenesis-related 1 (glioma)
NM_023422	*Hist1h2bc*	3.91	down	histone cluster 1
NM_001097644	*Ccnyl1*	3.91	down	cyclin Y-like 1
NM_008630	*Mt2*	3.78	up	metallothionein 2
NM_008604	*Mme*	3.78	down	membrane metallo endopeptidase
NM_008728	*Npr3*	3.74	up	natriuretic peptide receptor 3
NM_009251	*Serpina3g*	3.73	down	serine (or cysteine) peptidase inhibitor, clade A, member 3G
NM_011979	*Vnn3*	3.68	down	vanin 3
NM_007817	*Cyp2f2*	3.65	down	cytochrome P450, family 2, subfamily f, polypeptide 2
NM_008185	*Gstt1*	3.64	down	glutathione S-transferase, theta 1
NM_054077	*Prelp*	3.58	down	proline arginine-rich end leucine-rich repeat
NM_053078	*D0H4S114*	3.57	down	DNA segment, human D4S114
NM_011579	*Tgtp*	3.50	down	T-cell specific GTPase
NM_012043	*Islr*	3.45	down	immunoglobulin superfamily containing leucine-rich repeat
NM_009846	*Cd24a*	3.32	up	CD24a antigen
NM_133903	*Spon2*	3.26	down	spondin 2, extracellular matrix protein

Top 25 probe sets with fold change of 2.0 or more and FDR less than 0.05 are shown. *Mta1* knock out cells are the controls and Mta1-KO/Mta1 is the treatment.

**Table 3:** Bona fide *Mta1* regulated genes in the presence of *P53* identified from the Affymetrix Mouse Exon 1.0 ST Arrays.

Gene Symbol	WT vs. *Mta1*-KO		*Mta1*-KO vs. *Mta1*-KO/*Mta1*	
	Fold Change	Regulation	Fold Change	Regulation
Cd24a	47.95	down	3.32	up
Iigp1*	41.75	up	3.23	down
Serpina3g*	30.43	up	3.73	down
Lbp*	26.45	up	2.51	down
Aspn*	23.86	up	9.58	down
Ifit3	22.29	up	2.25	down
Apod	20.15	up	2.89	down
Irgb10	18.67	up	2.2	down
Ccnyl1	18.12	up	3.91	down
Apol9a	17.31	up	2.37	down
Apol9b*	17.31	up	2.37	down
Oas1a	15.93	up	2.19	down
Zbp1	13.03	up	3.15	down
Smpdl3b	12.92	down	2.26	up
Islr*	12.85	up	3.45	down
Steap4*	12.37	up	2.55	down
Pcdhb9	12.31	up	2.22	down
Timp3	12.03	down	5.67	up
Ifi27	11.75	up	8.86	down
Irf7	11.17	up	2.04	down
Prelp*	11.12	up	3.58	down
Psmb9	11.05	up	4.53	down
AW551984	11.04	up	6.75	down
Pcdhb8	9.98	up	2.82	down
Tspan13	9.95	up	2.03	down
Il1rn	9.87	up	2.34	down
Gvin1	9.87	up	4.89	down
Lpl	9.54	up	2.36	down
Il1rl1*	9.08	up	2.32	up
Oas2	8.78	up	2.98	down
Trim12	8.32	up	2.04	down
Adam23	8.32	up	2.74	down
Ednra	8.06	up	2	down
A4galt*	7.21	up	2.85	down
Tap1	7	up	2.89	down
Ened	6.88	up	2.31	up
Vnn3	6.81	up	3.68	down
Dhx58	6.49	up	2.26	down
Mgp	6.29	up	2.64	down
Ces1	6.14	up	2.9	down
Slc16a4	5.97	up	3	down

*Genes (32) regulated by *Mta1* irrespective of *P53* status. Figure 3A (lower panel).

Note: Continued in Table S5.

### Genes regulated by *Mta1* in a *P53-*independent manner

Here we identified the genes that are regulated by *Mta1* in a *P53-*independent manner. Differential gene expression analysis was performed by comparing the *P53* knock out cells and *P53* knock out/*Mta1* over expressed cells [30]. All the genes with *p*-value<0.05 and fold change expression ≥±2.0 were considered as statistically significant. The statistical analysis of the data generated a set of 266 genes, top 25 differentially regulated genes are shown in Table 4 (entire list is shown in Table S6 and statistical summary in Table S7) and the Venn diagram in Figure 3A middle panel shows the number of genes differentially regulated. 

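In MEFs without P53, the arrays with added Mta1 had lower transcripts of secreted matrix, protease and acute phase genes. Lbp, which encodes a protein that binds bacterial lipopolysaccharide, was 26.7-fold lower in P53-KO/Mta1 than in P53-KO. Postn was 14.3-fold lower, the collagenase Mmp13 was 13.8-fold lower, and the matrix proteoglycan Ogn was 12.6-fold lower. The chemokine Cxcl15 was 12.0-fold lower. Lcn2, Abi3bp, Rtl3, Vnn1 and Tgm2 had log2 fold changes from -3.26 for Lcn2 to -2.87 for Tgm2. Rises were smaller. Stmn2, a regulator of microtubules in neurons, was 4.46-fold higher, Smoc2 was 3.41-fold higher and the prostaglandin synthase Ptgs2 was 3.26-fold higher. The other large rises, from 1.56 for St3gal6 to 1.35 for Mak16 on the log2 scale, were those of St3gal6, Fxyd5, Ccbe1, Brinp3, Syce2 and Mak16. Esd rose by 1.77 (standard error 0.443, adjusted p = 0.00727 from limma), a call that the methods' t-test did not make (adjusted p = 0.103). In all, 271 of 16755 rows changed, 66 up and 205 down, and 5003 passed with no minimum fold. The Mta1 row was higher in P53-KO/Mta1 by less than a fold of 2.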

When Bona fide *Mta1* regulated genes (126) were compared with *p53* independent regulated genes of *Mta1*, 32 genes were shown to be regulated by *Mta1* irrespective of *p53* status (Figure 3A lower panel, these genes are marked with asterisks in Table 3 and Table S5). 

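Lbp, Postn, Aspn and Il1rn were among the genes that were higher in Mta1-KO than in WT and fell in both the arrays labelled Mta1-KO/Mta1 and P53-KO/Mta1. Lbp was 4.82 higher on the log2 scale in Mta1-KO than in WT, then changed by -1.36 in Mta1-KO/Mta1 and by -4.74 in P53-KO/Mta1. Postn, raised in Mta1-KO, changed by -1.14 and -3.84. The same holds for Vnn1 (1.74, then -1.31 and -2.87), Steap4 (3.60, then -1.33 and -2.76), Sned1 (1.85, then -1.10 and -2.46), Aspn, Cbr2 and the interleukin 1 receptor antagonist Il1rn (3.32, then -1.21 and -2.28). The rise of Lbp, Postn and Il1rn was not particular to Mta1-KO. In P53-KO, which keeps Mta1, they were above WT by 5.20, 3.94 and 1.94, though these MEFs came from older embryos. Cxcl5 fell in all 3 comparisons. In all, 34 rows changed in all 3, where chance gives 2.09 (Fisher's exact test, odds ratio 24.7, p = 6.53e-32, two-sided). The chance count and the test take rows as independent and equally likely to be called, which they are not. The p-value does not measure replication over cells. Of the 34, 30 moved the same way in Mta1-KO/Mta1 and in P53-KO/Mta1 and 4 in opposite ways. The 4, named after their values were seen, are Npr3, Npy1r and Tmem45a, which rose in Mta1-KO/Mta1 and fell in P53-KO/Mta1, and Pla2g7, which did the reverse. Of the 121 rows that changed back, 32 changed in P53-KO/Mta1, 28 of them the same way. The label of the Mta1-KO/Mta1 arrays sets these directions, since their Mta1 row did not rise.

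**Figure D4:**
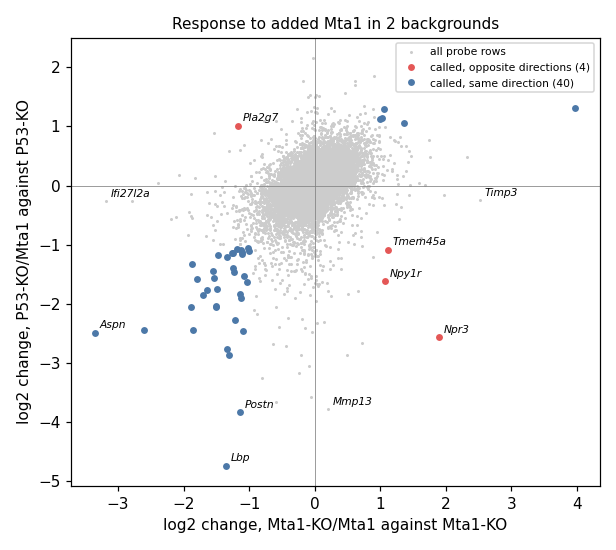
Log2 change of every probe row in the arrays labelled Mta1-KO/Mta1 against Mta1-KO (x axis) and in P53-KO/Mta1 against P53-KO (y axis). Coloured points are the 44 rows changed in both, 40 in the same direction and 4 in opposite directions; the Mta1 row did not rise in the arrays labelled Mta1-KO/Mta1.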

Since, both the samples are *P53-*knockout MEFs, with one of them carrying over expression of *Mta1*; the differentially expressed genes were regulated by *Mta1* independent of *P53*.

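Mmp13, Mmp3 and Cxcl15 were among the genes with the largest falls in P53-KO/Mta1 and did not fall to the same extent in the arrays labelled Mta1-KO/Mta1. Mmp13, the stromelysin Mmp3 and Cxcl15 changed by 0.20, 0.49 and -0.06 on the log2 scale in the arrays labelled Mta1-KO/Mta1, which did not show a higher Mta1 row, against -3.78, -2.86 and -3.58 in P53-KO/Mta1. In Mta1-KO they differed from WT by 0.06, 0.08 and 0.08, while in P53-KO they were 30.6-fold, 22.9-fold and 12.1-fold above WT. For these genes a difference of the responses cannot be told apart from these unlike starting levels. Conversely, Timp3 and Ifi27l2a changed by -0.25 and -0.26 in P53-KO/Mta1. The difference between the responses was tested as a contrast of its own. It was 3.98 for Mmp13 (standard error 0.111, adjusted p = 5.38e-11 from limma), 2.77 for Timp3 (adjusted p = 2.19e-09) and -2.92 for Ifi27l2a (adjusted p = 2.19e-09). The responses differed in 273 rows, 164 higher in Mta1-KO MEFs and 109 higher in P53-KO MEFs. They differed in 138 of the 271 rows changed in P53-KO/Mta1 and in 70 of the 186 rows changed in Mta1-KO/Mta1. Both comparisons shared 44 changed rows (odds ratio 22.3, Fisher's exact p = 6.46e-39, two-sided), 35 down in both, 5 up in both and 4 opposite, where chance gives 1.62 and 0.213. That test and the chance counts take rows as independent, which they are not. Across rows, which are not independent replicates, the responses had a Pearson's r of 0.441 and a Spearman's rho of 0.427. The P53-KO MEFs also came from older embryos and had less of the Y-linked transcripts Eif2s3y (-3.94) and Kdm5d (-1.95) than WT. They keep their own Mta1, on top of which Mta1 was over-expressed, while in Mta1-KO MEFs it was put back. The contrast therefore does not separate P53 from embryonic age, from the sex of the embryos or from this difference in Mta1. Since both groups of the comparison are P53-KO MEFs, the paper reasons that the genes that differ are regulated by Mta1 independent of P53.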

**Table 4:** Top 25 differentially expressed Affymetrix Mouse Exon 1.0 St Array probe sets between the *P53* knock out MEFs and the *P53* knock out MEFs in which *Mta1* is over expressed.

refseq	Gene Symbol	FC	Reg	Gene Description
NM_008489	*Lbp*	26.89	down	lipopolysaccharide binding protein
NM_015784	*Postn*	14.70	down	periostin, osteoblast specific factor
NM_008607	*Mmp13*	13.37	down	matrix metallopeptidase 13
NM_008760	*Ogn*	12.46	down	osteoglycin
NM_011339	*Cxcl15*	12.39	down	chemokine (C-X-C motif) ligand 15
NM_008491	*Lcn2*	9.68	down	lipocalin 2
NM_001014423	*Abi3bp*	9.31	down	ABI gene family, member 3 (NESH) binding protein
NM_199468	*Zcchc5*	7.85	down	zinc finger, CCHC domain containing 5
NM_011704	*Vnn1*	7.22	down	vanin 1
NM_009373	*Tgm2*	7.22	down	transglutaminase 2, C polypeptide
NM_054098	*Steap4*	7.06	down	STEAP family member 4
NM_011315	*Saa3*	6.70	down	serum amyloid A 3
NM_010582	*Itih2*	6.51	down	inter-alpha trypsin inhibitor, heavy chain 2
NM_009144	*Sfrp2*	6.46	down	secreted frizzled-related protein 2
NM_010809	*Mmp3*	6.39	down	matrix metallopeptidase 3
NM_008728	*Npr3*	5.80	down	natriuretic peptide receptor 3
NM_172463	*Sned1*	5.70	down	sushi, nidogen and EGF-like domains 1
NM_022814	*Svep1*	5.62	down	sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1
NM_007621	*Cbr2*	5.55	down	carbonyl reductase 2
NM_009251	*Serpina3g*	5.53	down	serine (or cysteine) peptidase inhibitor, clade A, member 3G
NM_025711	*Aspn*	5.47	down	asporin
NM_144938	*C1s*	5.23	down	complement component 1, s subcomponent
NM_031167	*Il1rn*	5.15	down	interleukin 1 receptor antagonist
NR_001592	*H19*	5.14	down	
NM_030601	*Clca2|Clca1*	4.83	down	chloride channel calcium activated 2 | chloride channel calcium activated 1

Top 25 probe sets with fold change of 2.0 or more and FDR less than 0.05 are shown. *P53-*KO is considered as the control and *P53*-KO/*Mta1* is considered as the treatment.

### Hierarchical clustering analysis reveals influence of P53 on MTA1 gene regulation

Further, we performed the hierarchical clustering analysis with the genes that were differentially regulated between the *Mta1*-KO vs. *Mta1*-KO/*Mta1*, and *P53*-KO vs. *P53*-KO/*Mta1*. The normalized log2 ratio values of the differentially regulated genes in each comparison were used to obtain the heat maps (Figure 3B). The gene leaf nodes were optimized in the heat maps representing the differential regulation of the genes between the samples. Color scale of the heat map depicts red as the highly expressed, green as low expressed and black as intermittent level of gene expression. Figure 3B shows the heat maps of all the comparisons, *Mta1*-KO with *Mta1*-KO/*Mta1* and *P53*-KO with *P53*-KO/*Mta1* representing the differential expression of the genes. We found that 64% of the differentially regulated genes were up-regulated in WT vs. *Mta1*-KO where as it greatly reduced to 30% in *Mta1*-KO vs. *Mta1*-KO/*Mta1* followed by further reduction to 22% in *P53*-KO vs. *P53*-KO/*Mta1*. In the case of differentially regulated genes that were down regulated, the percentage of down regulated genes was 36% in WT vs. *Mta1*-KO, 70% in *Mta1*-KO vs. *Mta1*-KO/*Mta1*and 78% in *P53*-KO vs. *P53*-KO/*Mta1*. 

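At a fold of at least 2, more rows were up than down in Mta1-KO against WT, and more were down than up in the arrays with added Mta1 in either background. Of the rows changed in Mta1-KO against WT, 63.7% were up-regulated and 36.3% down-regulated (Wilson 95% interval of the share up, 60.8% to 66.4%). Among those changed in the arrays labelled Mta1-KO/Mta1 against Mta1-KO, 29.0% were up (23.0% to 35.9%) and 71.0% down. In P53-KO/Mta1 against P53-KO, 24.4% were up (19.6% to 29.8%) and 75.6% down. The intervals treat genes as independent, which they are not. After quantile normalization the share up was 50.2% in Mta1-KO/Mta1, with 120 rows up and 119 down, and 35.1% in P53-KO/Mta1, with 85 up and 157 down. In Mta1-KO it was 55.6%, with 643 up and 513 down. With no minimum fold the lean was the opposite in Mta1-KO, with 2950 rows up and 3782 down, and in P53-KO/Mta1, with 2626 up and 2377 down, while Mta1-KO/Mta1 had 2070 up and 2628 down. The Mta1 row did not rise in the arrays labelled Mta1-KO/Mta1.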

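Changes of 4-fold or more included Trim30a, Cd34, Akr1c18 and Lbp. At a fold of 4 or more, 246 rows were up and 78 down in Mta1-KO, Trim30a among the first and Cd34 among the second. In the arrays labelled Mta1-KO/Mta1, which had no higher Mta1 row, 3 rows were up (Akr1c18, Timp3 and Tmem144) and 8 down, with Aspn, Ifi27l2a and AW551984 the lowest. In P53-KO/Mta1, 34 were down, with Lbp and Postn the lowest, and 1 was up, Stmn2.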

In summary, we observe 78% of genes down regulated by *Mta1* due to the absence of P53 whereas about 64% of *Mta1* regulated genes were up regulated in the presence of *P53* (Figure 3C).

### Gene Ontology analysis shows the genes involved in cellular functions regulated by *Mta1* in the presence/absence of *P53*

To further investigate the functions of the genes regulated by *Mta1*, we performed Gene Ontology (GO) analysis on all the sets of genes that are regulated by *Mta1* with/without *P53* background with a *p*-value cutoff set to 0.1. The possible functions of the gene sets were broadly classified, in GO program, into three categories namely i) Cellular Component ii) Molecular Function and iii) Biological Process. We found that the 40.23% of the differentially regulated genes in the comparison of WT vs. *Mta1*-KO, with *p*-value: 0.1617 related to molecular function, followed by 34.97% with *p*-value 0.148 connected to Cellular Component and 24.79% of the genes with *p*-value 0.0944 were associated with the biological process (Figure 4A). In contrast to the above, when *Mta1*-KO and *Mta1*-KO with reintroduced *Mta1* were compared there were no genes that match the GO terms in the Molecular functioning, whereas majority of them (77.78%, *p-*value: 0.6994) were related to the cellular component (Figure 4B). With the corrected *p*-value cut off 0.1 and in the presence of P53, *Mta1* doesn't regulate any genes responsible for molecular functioning. The majority of the genes (78.12%) are associated with Cellular Component and 21.88% are associated to Biological Process (Figure 4C). In contrast to the above, in. the absence of *P53*, 49.8% (*p*-value: 0.1212) differentially expressed genes were linked to the Cellular Component, 30.61% (*p*-value: 0.1777) to Molecular Function and 19.59% (*p*-value: 0.1253) related to Biological Process (Figure 4D). 

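Structural proteins of the extracellular matrix were higher in Mta1-KO than in WT and lower in the arrays with added Mta1 in both backgrounds. Of 53 measured genes of this list, fixed before the data were examined, 24 rose and none fell in Mta1-KO (adjusted over the list alone, 24 and 0), with a median log2 change of 0.94. Among these genes in the arrays labelled Mta1-KO/Mta1, 8 fell and none rose (8 and 0 adjusted over the list alone), with the matrix proteins Prelp (-1.87), Spon2 (-1.70) and Matn2 (-1.59) beside Aspn. In P53-KO/Mta1, 14 fell and none rose (14 and 0 adjusted over the list alone), with Lama4 at -1.86. The list differed from other genes in each comparison by camera (adjusted p = 6.91e-18, 7.84e-14 and 3.34e-16; with an estimated correlation, adjusted p = 0.0220, 0.0271 and 0.0229). Markers of fibroblasts moved with it: of 14 measured, 7 rose in Mta1-KO (7 adjusted over the list alone), among them the surface protein Thy1 at 4.20 and the collagen Col1a1 at 1.72. In Mta1-KO/Mta1 1 of them fell (Col3a1, -1.47; 1 adjusted over the list alone), and in P53-KO/Mta1 2 fell (Lum, -1.27, and Col3a1, -1.17; 2 adjusted over the list alone). The camera tests of the fibroblast markers gave adjusted p = 1.34e-08, 8.91e-05 and 1.48e-05 (0.0220, 0.0361 and 0.0271 as adjusted p with an estimated correlation). After quantile normalization Col3a1 fell in P53-KO/Mta1 by 0.61 and was not called. The rise against WT was not particular to Mta1-KO. In P53-KO, which keeps Mta1, 38 of the 53 matrix genes were higher than in WT and none lower, with a median log2 change of 1.51. Of the 14 fibroblast markers, 9 were higher there and 1 lower. No list test was run for P53-KO against WT, and these MEFs came from embryos of different days. Gene Ontology term sets were not used here, and the lists above are textbook lists. The Mta1-KO/Mta1 directions follow the labels, since the Mta1 row did not rise there.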

Tables with GO terms for all the above mentioned comparisons are shown in Table 5, 6, 7 and 8 respectively. Table 5 and Table 8 are continued as Tables S8 and S9 respectively.

**Figure 4:**
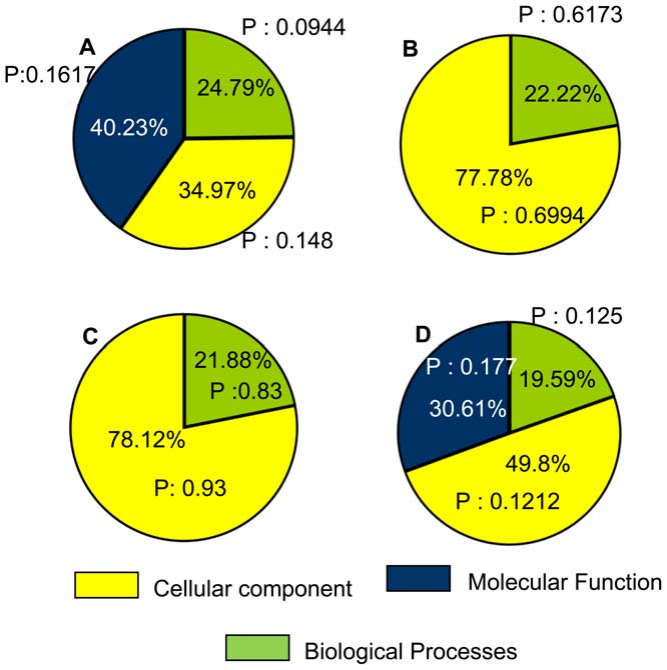
Gene Ontology (GO) analysis of was performed using Gene Spring GX 10.0.2 (Agilent technologies Inc and Strand Life Sciences Pvt Ltd). With the gene set comparisons that were described in the figure 3A GO analysis was performed. Pie chart A shows the statistically significant (P<0.1) differentially regulated genes between wild type and *Mta1-*KO samples matching with three broad GO terms (Cellular components, Biological process and Molecular Function), Pie chart B (*Mta1-*KO and *Mta1*-KO/*Mta1*) shows the GO terms matching with the differentially regulated genes in this comparison. Pie chart C and pie chart D show the same for bona fide *Mta1* regulated genes in the presence of *P53* (126) and *P53*-KO vs. *P53*-KO/*Mta1* (genes regulated by *Mta1* in the absence of *P53*,*266*) respectively.

**Table 5:** GO Analysis of the genes differentially regulated between the WT & *Mta1*-KO with ≥2.0 fold change.

GO ACCESSION	GO Term	p-value	Corrected p-value	Count in Selection	% Count in Selection	Count in Total	% Count in Total
GO:0005576	extracellular region	1.87E-27	4.82E-22	286	44.83	2627	14.72
GO:0044421	extracellular region part	2.27E-25	2.92E-20	244	38.24	2157	12.08
GO:0005615	extracellular space	2.75E-23	2.36E-18	229	35.89	2038	11.42
GO:0007155	cell adhesion	2.10E-17	1.08E-12	78	12.23	541	3.03
GO:0022610	biological adhesion	2.10E-17	1.08E-12	78	12.23	541	3.03
GO:0006955	immune response	1.17E-14	5.02E-10	59	9.25	405	2.27
GO:0031012	extracellular matrix	9.71E-14	3.57E-09	50	7.84	279	1.56
GO:0005578	proteinaceous extracellular matrix	2.06E-13	6.64E-09	49	7.68	275	1.54
GO:0005488	binding	2.37E-13	6.80E-09	446	69.91	10687	59.87
GO:0005515	protein binding	7.79E-12	2.01E-07	325	50.94	5094	28.54
GO:0002376	immune system process	8.35E-11	1.96E-06	59	9.25	658	3.69
GO:0009653	anatomical structure morphogenesis	4.52E-09	9.71E-05	28	4.39	1002	5.61
GO:0005509	calcium ion binding	5.37E-09	9.89E-05	88	13.79	791	4.43
GO:0032502	developmental process	5.06E-09	9.89E-05	84	13.17	2682	15.03
GO:0048513	organ development	7.10E-09	1.14E-04	28	4.39	1339	7.50

Note: Continued in Table S8.

**Table 6:** GO Analysis of the genes differentially regulated between the *Mta1*-KO and *Mta1*- KO/Mta1 probes with ≥2.0 fold change.

GO ACCESSION	GO Term	p-value	corrected p-value	Count in Selection	% Count in Selection	Count in Total	% Count in Total
GO:0044421	extracellular region part	2.56E-12	0.00	53	72.60	2157.00	12.08
GO:0005615	extracellular space	1.18E-11	0.00	53	72.60	2038.00	11.42
GO:0005576	extracellular region	2.18E-11	0.00	61	83.56	2627.00	14.72
GO:0006955	immune response	1.01E-07	0.01	16	21.92	405.00	2.27
GO:0022610	biological adhesion	6.43E-06	0.28	15	20.55	541.00	3.03
GO:0007155	cell adhesion	6.43E-06	0.28	15	20.55	541.00	3.03

**Table 7:** GO Analysis of the bona fide *Mta1* regulated genes in the presence of *P53* with ≥2.0 fold change.

GO ACCESSION	GO Term	p-value	corrected p-value	Count in Selection	% Count in Selection	Count in Total	% Count in Total
GO:0044421	extracellular region part	2.30E-12	2.97E-07	43	78.18	2157	12.08
GO:0005615	extracellular space	1.48E-12	2.97E-07	43	78.18	2038	11.42
GO:0005576	extracellular region	8.02E-12	6.89E-07	48	87.27	2627	14.72
GO:0006955	immune response	8.12E-08	0.0052	13	23.64	405	2.27

**Table 8:** GO Analysis of the bona fide *Mta1* regulated genes in the absence of *P53* with ≥2.0 fold change.

GO ACCESSION	GO Term	p-value	corrected p-value	Count in Selection	%Count in Selection	Count in Total	% Count in Total
GO:0005576	extracellular region	8.45E-38	2.18E-32	122	89.05	2627	14.72
GO:0044421	extracellular region part	7.08E-29	9.12E-24	99	72.26	2157	12.08
GO:0005615	extracellular space	2.37E-23	2.03E-18	88	64.23	2038	11.42
GO:0005578	proteinaceous extracellular matrix	1.84E-15	1.19E-10	27	19.71	275	1.54
GO:0031012	extracellular matrix	2.64E-15	1.36E-10	27	19.71	279	1.56
GO:0006954	inflammatory response	3.07E-08	0.00131978	7	5.11	204	1.14
GO:0007155	cell adhesion	1.83E-07	0.00522946	21	15.33	541	3.03
GO:0022610	biological adhesion	1.83E-07	0.00522946	21	15.33	541	3.03
GO:0005509	calcium ion binding	7.26E-07	0.0170145	30	21.90	791	4.43
GO:0009605	response to external stimulus	6.98E-07	0.0170145	7	5.11	465	2.61
GO:0044268	multicellular organismal protein metabolic process	1.99E-06	0.0264874	5	3.65	16	0.09
GO:0004714	transmembrane receptor protein tyrosine kinase activity	2.05E-06	0.0264874	7	5.11	61	0.34
GO:0030574	collagen catabolic process	1.99E-06	0.0264874	5	3.65	16	0.09
GO:0008237	metallopeptidase activity	1.68E-06	0.0264874	12	8.76	181	1.01
GO:0044259	multicellular organismal macromolecule metabolic process	1.99E-06	0.0264874	5	3.65	16	0.09

Note: Continued in Table S9.

### Ingenuity Pathways Analysis highlights the critical role of Mta1 in cancer signaling in the presence/absence of *P53*

Ingenuity pathways analysis was performed on all the genes that were identified to be regulated by *Mta1* with/without *P53*. With *p*-value<0.05, Fischer's exact test was applied and we found top 15 significant functions and canonical pathways in which the genes regulated by *Mta1* might play a significant role. The most likely functions of the genes regulated by *Mta1* in the presence of *P53* are Inflammatory Response followed by Cancer and Gastrointestinal Diseases (Figure 5 upper panel). 

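Some inflammatory mediators and acute phase genes were higher in Mta1-KO than in WT. Fewer genes of these lists fell in the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise. In Mta1-KO the receptor Tlr4, which responds to bacterial lipopolysaccharide, was 5.93-fold higher than in WT, and the chemokines Cxcl16 and Cx3cl1 were 5.61-fold and 5.45-fold higher. The acute phase gene Lcn2 was 12.5-fold higher and the complement inhibitor Serping1 was 7.11-fold higher. Of 43 measured inflammatory cytokines, chemokines and receptors, 12 rose and 1 fell in Mta1-KO (12 and 1 adjusted over the list alone). In Mta1-KO/Mta1 against Mta1-KO, none rose and 6 fell (0 and 6 adjusted over the list alone), among them Il6 (-1.27) and Tnfaip6 (-1.21). Not all 6 had risen in Mta1-KO: Cxcl5 had fallen there too (-2.07), and Il6 was not called there. Of 25 acute phase and complement genes, 9 rose and none fell in Mta1-KO (9 and 0 adjusted over the list alone), and 3 fell and none rose in Mta1-KO/Mta1 (3 and 0 adjusted over the list alone). These 3 were Lbp, the complement protease homolog C1rl (-1.17) and clusterin, Clu (-1.65). In Mta1-KO, camera gave adjusted p = 1.46e-05 for the inflammatory list and 1.89e-07 for the acute phase list (adjusted p = 0.0271 for both with an estimated correlation). In Mta1-KO/Mta1 it gave 0.0112 for the inflammatory list (adjusted p = 0.115 with an estimated correlation) and 0.000118 for the acute phase list (adjusted p = 0.0793 with an estimated correlation). After quantile normalization the inflammatory list in Mta1-KO/Mta1 had an adjusted p of 0.0624, and Il1rn (-0.85) and C1rl (-0.96) were not called. The rise against WT was not particular to Mta1-KO. In P53-KO, which keeps Mta1, 9 of the 25 acute phase genes were higher than in WT and none lower. Of the 43 inflammatory genes, 8 were higher there and 2 lower. No list test was run for P53-KO against WT, and these MEFs came from embryos of different days.

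**Figure D5:**
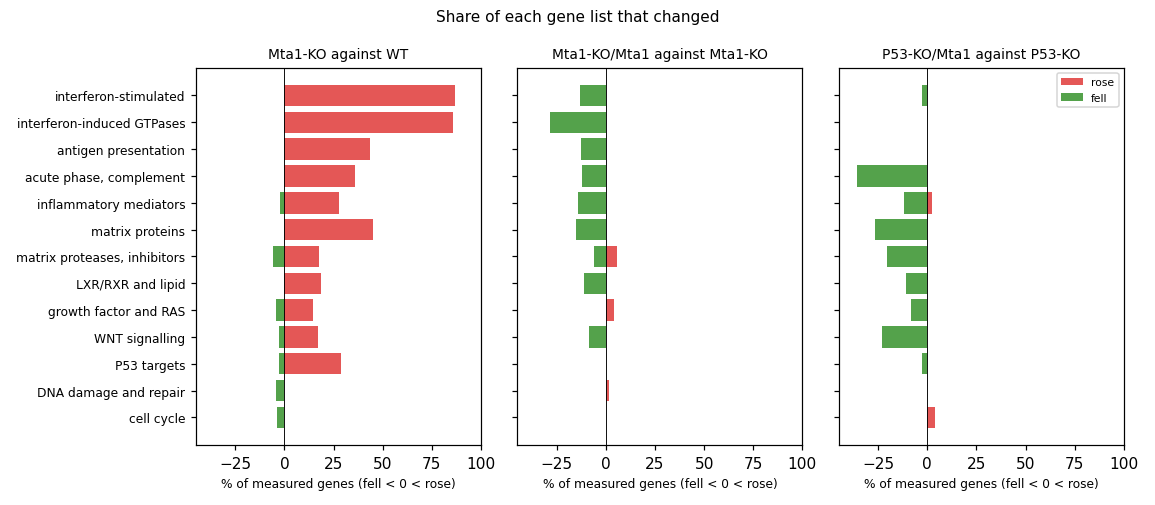
Share of the measured genes of the gene lists drawn, in percent, that rose (right of 0) or fell (left of 0) in Mta1-KO against WT, in the arrays labelled Mta1-KO/Mta1 against Mta1-KO, and in P53-KO/Mta1 against P53-KO. Of 38 interferon-stimulated genes 33 rose in Mta1-KO, and of 53 matrix proteins 14 fell in P53-KO/Mta1; the Mta1 row did not rise in the arrays labelled Mta1-KO/Mta1.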

Top 15 canonical pathways of these genes were identified with the *p*-value<0.05 and threshold value of log (*p*-value): 0.05. The significant pathways which include LXR/RXR activation, Interferon signaling, Antigen presentation pathway and Activation of IRF by cytosolic pattern Recognition Receptors were shown in Figure 5 (lower panel). 

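Interferon-stimulated and antigen presentation genes were raised in Mta1-KO and partly lowered in the arrays labelled Mta1-KO/Mta1, in which the Mta1 row was no higher. Of 38 measured interferon-stimulated genes, 33 rose and none fell in Mta1-KO (33 and 0 adjusted over the list alone), with a median log2 change of 2.71. Oasl2, of the antiviral oligoadenylate synthetase family, was 25.5-fold higher. In Mta1-KO/Mta1 5 of the 38 fell and none rose (5 and 0 adjusted over the list alone). These were Irf7, the nucleic acid sensor Zbp1 (-1.66), the death ligand Tnfsf10 (-1.65), Oas2 (-1.52) and the RNA sensor regulator Dhx58 (-1.20). Against WT, 30 of the 38 were still higher in Mta1-KO/Mta1. Of 16 measured genes of antigen presentation by MHC class I, 7 rose and none fell in Mta1-KO (7 and 0 adjusted over the list alone). The immunoproteasome subunits Psmb8 and Psmb9 were 13.8-fold and 10.9-fold higher, the peptide transporter Tap1 was 6.92-fold higher, and tapasin (Tapbp) was 2.77-fold higher. In Mta1-KO/Mta1 2 fell, Psmb9 (-2.19) and Tap1 (-1.55), and none rose (2 and 0 adjusted over the list alone). Camera gave adjusted p = 1.19e-31 and 1.73e-11 for the interferon list (0.00149 and 0.0220 as adjusted p with an estimated correlation). For antigen presentation it gave 2.17e-07 and 9.36e-05 (0.0229 and 0.0439 as adjusted p with an estimated correlation). After quantile normalization the interferon list in Mta1-KO/Mta1 had an adjusted p of 0.0805, and Zbp1 (-0.97), Oas2 (-0.79), Dhx58 (-0.59) and Tap1 (-0.83) were not called. In P53-KO, which keeps Mta1, 10 of the 38 interferon-stimulated genes were higher than in WT and none lower, with a median of 0.52. None of the 16 antigen presentation genes was called there. No list test was run for P53-KO against WT.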

From these observations we propose that *Mta1* might have critical functional role in orphan nuclear receptor activation, inflammation and infections. Similarly, top 15 plausible functions of the genes regulated by *Mta1* in the absence of *P53* were identified and shown in Figure 6 (upper panel). 

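Some genes of LXR/RXR signalling and lipid handling rose in Mta1-KO, while the list as a whole did not pass its test. Apod, a lipid carrier, was 18.0-fold higher than in WT, lipoprotein lipase (Lpl) was 9.37-fold higher and the cholesterol exporter Abca1 was 5.29-fold higher. Of 27 measured genes of this list, 5 rose and none fell in Mta1-KO (5 and 0 adjusted over the list alone; camera adjusted p = 0.137). Of the same 27 in the arrays labelled Mta1-KO/Mta1, whose Mta1 row had not risen, 3 fell and none rose (3 and 0 adjusted over the list alone; camera adjusted p = 0.781). These were Lbp, which the list shares with the acute phase genes, Apod (-1.51) and Lpl (-1.21). In the last comparison the list's mean and median changes were -0.07 and -0.04 while camera's direction was up. After quantile normalization Apod (-0.98) and Lpl (-0.73) were not called in Mta1-KO/Mta1. From the pathways of Fig. 5, the paper proposes a role of Mta1 in orphan nuclear receptor activation, inflammation and infections.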

The most significant function of the genes was found to be related to ‘Cancer’ followed by ‘Cellular Movement’ and ‘Connective Tissue Disorders’. 

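In P53-KO/Mta1, genes that cut or build the matrix around the cell fell, and genes of mitosis and DNA replication shifted up. Besides Mmp13, Mmp3 fell 7.27-fold, and the secreted proteases Adamts1 and Adamts5 fell 3.57-fold and 2.22-fold. Of 34 measured matrix proteases and their inhibitors, 7 fell and none rose (7 and 0 adjusted over the list alone; camera adjusted p = 0.000297, and adjusted p = 0.0398 with an estimated correlation). Of 51 measured cell cycle genes, 2 rose and none fell (2 and 0 adjusted over the list alone), Hmmr and the mitotic motor Cenpe (1.15). In all 41 of the 51 were higher at an adjusted p under 0.05 alone, with a median log2 change of 0.42 over the list (camera adjusted p = 4.95e-16, and adjusted p = 0.0271 with an estimated correlation). Of 10 markers of smooth muscle and myofibroblasts, 2 fell and none rose (2 and 0 adjusted over the list alone), the actin Actg2 (-1.96) and calponin, Cnn1 (-1.36). Camera gave these markers an adjusted p of 0.00558 (adjusted p = 0.115 with an estimated correlation; 0.0609 after quantile normalization). After quantile normalization Cenpe (0.97) was not called. The Mta1 row rose by less than a fold of 2.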

The top 15 canonical pathways in which the genes might be involved were identified and shown in the Figure 6 (lower panel). 

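Acute phase and complement genes fell in P53-KO/Mta1 against P53-KO. Besides Lbp, the iron-binding lipocalin Lcn2 was 9.56-fold lower, the inhibitor heavy chain Itih2 was 6.53-fold lower and the serum amyloid Saa3 was 6.34-fold lower. Of 25 measured genes of this list, fixed before the data were examined, 9 fell and none rose (9 and 0 adjusted over the list alone; camera adjusted p = 4.63e-08, and adjusted p = 0.0271 with an estimated correlation). Among 43 inflammatory mediators, 5 fell and 1 rose (5 and 1 adjusted over the list alone). Il1rn was 4.86-fold lower, Cxcl5 was 4.16-fold lower, and the alarmin Il33 was 3.75-fold lower (camera adjusted p = 0.00750, and adjusted p = 0.111 with an estimated correlation). Of the same 25 acute phase genes, 9 were higher in P53-KO than in WT and none lower, with Saa3 38.0-fold and Lbp 36.6-fold higher; the list median was 0.19 on the log2 scale, no list test was run for this comparison, and the P53-KO and WT MEFs came from embryos of different days. Of 38 interferon-stimulated genes, 1 fell in P53-KO/Mta1, Trim30a (-1.51), and none rose (1 and 0 adjusted over the list alone), with a median log2 change of -0.34 over the list (camera adjusted p = 3.28e-08, and adjusted p = 0.0271 with an estimated correlation).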

The most significant canonical pathway identified is ‘Acute Phase response Signaling’ followed by Colorectal Cancer Metastasis Signaling, Hepatic fibrosis and ‘Bladder Cancer Signaling’. 

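Some genes of growth factor and WNT signalling fell in P53-KO/Mta1. The growth factor Fgf10 was 3.18-fold lower than in P53-KO, the RAS effector Rassf2 was 2.55-fold lower and Igf2 was 2.49-fold lower. The secreted WNT antagonists Sfrp2 and Sfrp1 were 6.39-fold and 3.56-fold lower, the WNT agonist Rspo2 was 3.11-fold lower and the matricellular protein Ccn5 was 3.58-fold lower. Of 48 measured genes of growth factor receptors, RAS and VEGF signalling, 4 fell and none rose (4 and 0 adjusted over the list alone). Camera gave an adjusted p of 0.0465 (adjusted p = 0.0897 with an estimated correlation), which was 0.215 after quantile normalization, 0.0559 with the replicate block and 0.0787 with all rows of each gene. Of 35 WNT signalling genes, 8 fell and none rose (8 and 0 adjusted over the list alone; camera adjusted p = 5.80e-06, and adjusted p = 0.0793 with an estimated correlation). Of 27 genes of LXR/RXR and lipid handling, 3 fell and none rose (3 and 0 adjusted over the list alone), Lbp, Abca1 (-1.65) and the cholesterol hydroxylase Ch25h (-1.66). The lipid list had a camera adjusted p of 0.0147 (adjusted p = 0.0483 with an estimated correlation).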

Clearly the genes regulated by *Mta1* in the absence of *P53* highlight the typical oncogenic character of *Mta1* and its possible major role in several cancers and oncogenic signaling pathways.

**Figure 5:**
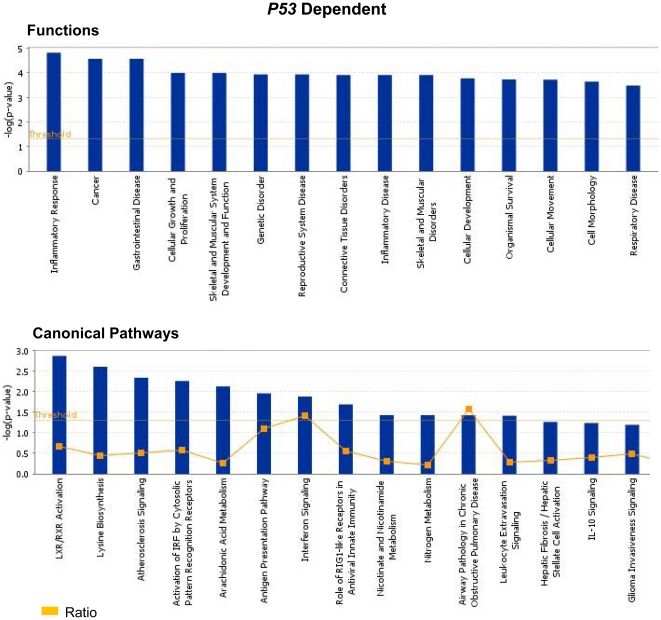
Ingenuity Pathway Analysis (Ingenuity Systems, Inc) of the genes that were regulated by *Mta1* in the presence of *P53* was performed. The significance of each function or canonical pathway is determined based upon the *p-*values determined using Right tailed Fisher's exact test and with threshold less than 0.05. The top 15 possible functions and canonical pathways of the genes regulated by *Mta1* in *P53* dependent manner are shown. Ratio of number of genes in a given pathway satisfying the cutoff and total number of genes present in that pathway was determined by IPA.

**Figure 6:**
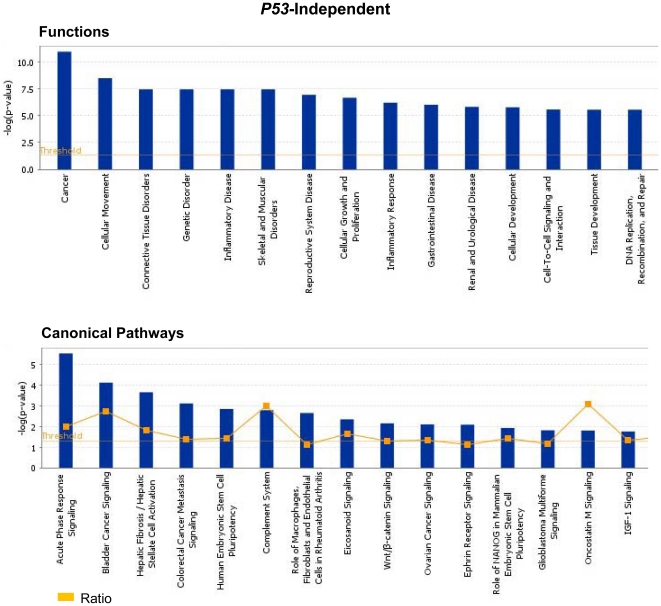
Ingenuity Pathway Analysis (Ingenuity Systems, Inc) of the genes that were regulated by *Mta1* in the absence of *P53* was performed. Fisher's exact test was used and threshold of 0.05 was set as the cutoff. Top 15 functions associated with the genes and the top 15 canonical pathways in which these genes might have a role are shown.

### The identified *Mta1* regulated candidate genes and their human homologs follow similar expression profile in MEFs and human breast cancer cell lines

Based upon our analysis and our laboratory interest, some of the genes that were regulated by *Mta1* with/without *P53* back ground were selected for the validation using the RT-qPCR assays. Validations were first performed in the MEFs followed by the MCF7 human breast cancer cell line. The results showing relative mRNA levels, for the selected genes, are presented in Figure 7. The controls are compared with the treatments and if the trend of expression (up or down regulation) in qPCR is in agreement with the microarray gene expression, then the respective homologous genes were selected for further validation in the human breast cancer cell line (MCF7). *Aw551984* gene is the homolog of the human gene *VWA5A*, also known as BCSC-1. Monaco et al (1997) characterized and proposed that this gene could be a tumor suppressor [39], [40]. We found that both *Aw551984*/*VWA5A* were negatively regulated by *Mta1 in* MEFs and human breast cancer cells. 

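AW551984 rose with loss of Mta1 in MEFs and fell again in the arrays labelled Mta1-KO/Mta1, although the Mta1 row did not rise there. It was 11.4-fold higher in Mta1-KO than in WT (log2 fold change 3.51, standard error 0.084, adjusted p = 2.45e-13 from limma). From Mta1-KO to Mta1-KO/Mta1 it fell by 2.79, a fold of 6.92 (adjusted p = 1.06e-10), and ended 0.72 above WT. The annotation also has a separate mouse gene with the symbol Vwa5a, on a row of its own. Vwa5a was 3.89-fold higher in Mta1-KO (adjusted p = 7.32e-10) and fell by 1.17 in Mta1-KO/Mta1 (adjusted p = 1.14e-06); after quantile normalization that fall was 0.81 and was not called. In P53-KO/Mta1 AW551984 differed from P53-KO by -0.26 and Vwa5a by -0.66, both below a fold of 2. The human breast cancer cells were not analysed here.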

In the case of *VWA5A*, the expression trend is similar in MEFs and MCF7 cells but the difference in expression levels between the WT and *MTA1* knockdown in the MCF7 cell line is marginal. Up regulation of this gene was observed in *Mta1*-KO and *MTA1-siRNA* knock down samples when compared to the wild type MEFs and MCF7cells respectively. 

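Egr2, a zinc finger transcription factor of the early growth response family, was 3.08-fold higher in Mta1-KO MEFs than in WT. Its log2 fold change was 1.62 (standard error 0.088, adjusted p = 1.98e-09 from limma). In the arrays labelled Mta1-KO/Mta1 it fell 2.23-fold from Mta1-KO (adjusted p = 5.14e-07) and lay 0.46 above WT on the log2 scale, although the Mta1 row did not rise there. P53-KO/Mta1 differed from P53-KO by -0.10 (adjusted p = 0.487), and the responses to added Mta1 in the backgrounds differed by -1.06 (adjusted p = 5.38e-05).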

Another candidate, early growth response protein 2 [encoded by *Egr2*] and its human homolog was found to follow similar trend in MEFs and MCF7 cell line with significant difference in expression levels when compared between wild type and *Mta1*-KO. Finally, *Phf17*, a known apoptosis promoter which may act as a renal tumor suppressor [41] is found to be down regulated in the *Mta1* knock out MEFs. 

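Phf17, which the annotation names Jade1, was 5.07-fold lower in Mta1-KO than in WT and rose again in the arrays labelled Mta1-KO/Mta1. The log2 fold change in Mta1-KO was -2.34 (standard error 0.071, adjusted p = 2.89e-12 from limma). From Mta1-KO to Mta1-KO/Mta1 it rose by 1.39 (adjusted p = 1.23e-08) and stayed below WT by a log2 difference of -0.95, below a fold of 2. The Mta1 row did not rise in those arrays. P53-KO also had a lower Jade1 than WT, by -1.07 (adjusted p = 1.24e-08), and P53-KO/Mta1 differed from P53-KO by 0.66.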

As expected the expression pattern of all these candidates is in agreement with the above described microarray data. Together, the expression of these representative genes highlights the possible interplay between the tumor suppressors (*Aw551984*, *Egr2*), apoptotic protein *(Phf17)* and oncogene *(Mta1)*. The bar charts (7A, 7B, 7C) in Figure 7 show the expression levels of these three genes from the RT-qPCR assay and the Affymetrix microarray data.

**Figure 7:**
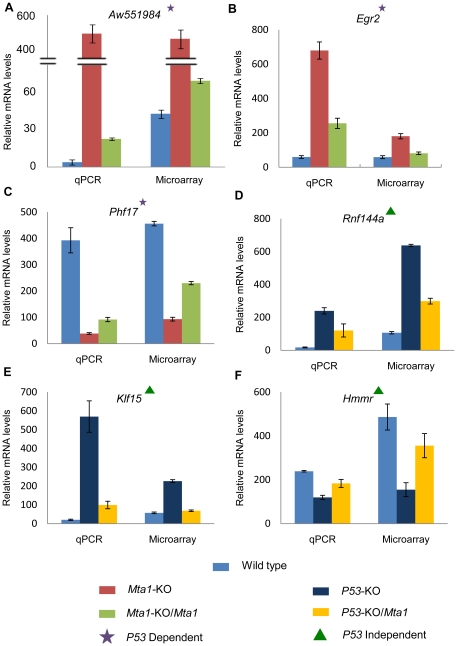
RT-qPCR validation of the microarray data showing the differential regulation of the selected genes in the MEFs. The RNA extracted from the fibroblasts of the wild type (light blue bars) mice was used as the control and the treatments were *Mta1*-KO (red bars) & *Mta1*-KO/*Mta1(green bars)*. In the presence of *P53* relative mRNA levels of the genes *Aw551984*, *Egr2*, *Phf17* were compared in all the three samples. The relative mRNA levels from microarray for the same sample sets were plotted and compared with the RT-qPCR. As expected, opposite trends of expression were observed between the knock out and re-expression models. To validate the genes regulated by *Mta1* in the absence of *P53* relative mRNA levels were compared among the three samples wild type (light blue bars), *P53*-KO (dark blue bars) & *P53*-KO/*Mta1*(yellow bars) for the genes *Hmmr*, *Klf15*, *Rnf144a*.The relative mRNA levels from the microarray were plotted and compared with RT-qPCR. Opposite trends of expression were observed between the *P53*-KO and *P53*-KO/*Mta1* treatments when compared with the wild type sample.

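In the array data AW551984 and Egr2 were highest in Mta1-KO and Phf17 (Jade1) was lowest there. The centred log2 value of AW551984 was -0.40 ± 0.099 in WT, 3.12 ± 0.173 in Mta1-KO and 0.33 ± 0.083 in the arrays labelled Mta1-KO/Mta1 (mean ± SD, n = 3 arrays each). Egr2 was at -0.53 ± 0.197, 1.09 ± 0.045 and -0.07 ± 0.084 in the same order. Jade1 was at 0.96 ± 0.036, -1.38 ± 0.094 and 0.01 ± 0.031. For each gene the 3 arrays of Mta1-KO lay apart from those of the other groups, which an exact permutation test of 3 arrays against 3 cannot bring below p = 0.1. In the array values the direction of return rests on the label of the Mta1-KO/Mta1 arrays, whose Mta1 row was not raised. For these genes the paper also reports PCR changes of opposite direction in knockout and re-expression, which were not analysed here.

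**Figure D6:**
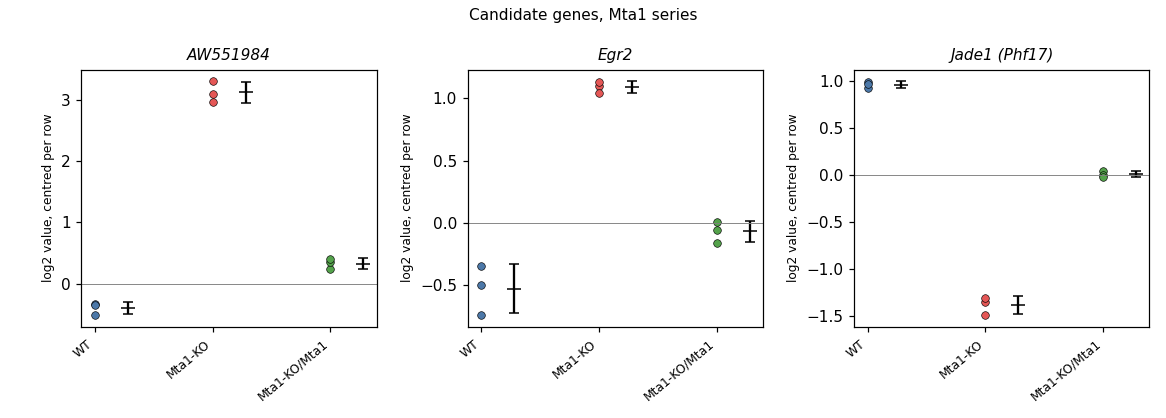
Centred log2 values of AW551984, Egr2 and Jade1 (Phf17) on each array of WT, Mta1-KO and the arrays labelled Mta1-KO/Mta1, in which the Mta1 row did not rise. Points are arrays and the bar beside them is the mean ± SD; the Mta1-KO mean is 3.12 for AW551984, 1.09 for Egr2 and -1.38 for Jade1.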

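Rnf144a and Klf15 were higher in P53-KO than in WT and lower again in P53-KO/Mta1, and Hmmr went the other way. The centred log2 value of Rnf144a was -1.88 ± 0.095 in WT, 0.75 ± 0.039 in P53-KO and -0.35 ± 0.071 in P53-KO/Mta1 (mean ± SD, n = 3 arrays each). Hmmr was at 0.40 ± 0.183, -1.27 ± 0.281 and -0.08 ± 0.165, and Klf15 at -0.30 ± 0.111, 1.66 ± 0.056 and -0.04 ± 0.074. WT MEFs came from younger embryos than the P53-KO MEFs.

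**Figure D7:**
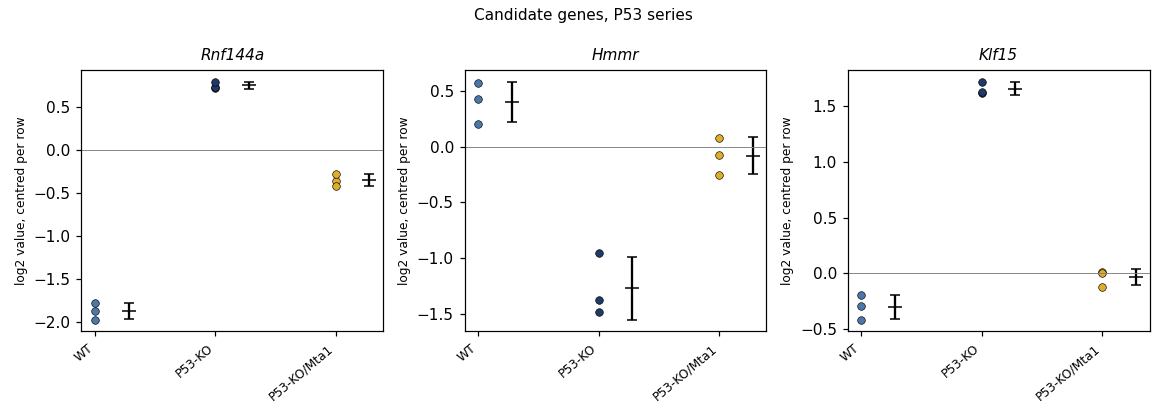
Centred log2 values of Rnf144a, Hmmr and Klf15 on each array of WT, P53-KO and P53-KO/Mta1. Points are arrays and the bar beside them is the mean ± SD; the P53-KO mean is 0.75 for Rnf144a, -1.27 for Hmmr and 1.66 for Klf15, and the P53-KO/Mta1 means lie between WT and P53-KO.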

We also selected candidate genes that are regulated by *Mta1*, in the absence of *P53*, from the microarray data and subjected them to the RT-qPCR validation. The relative expression levels of these genes in the controls and treatments are shown in the Figure 7 (7D, 7E, 7F). The data clearly shows the agreement between the microarray and the RT-qPCR results. We have chosen *Rnf144a* which contains RING figure motif and established to have role in protein-DNA and protein-protein interactions. We found that *Rnf144a* was upregulated in the absence of *P53* and over expression of *Mta1*. 

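Rnf144a, which encodes a RING finger ubiquitin ligase, was 6.17-fold higher in P53-KO MEFs than in WT and 2.87-fold higher in P53-KO/Mta1 than in WT. From P53-KO to P53-KO/Mta1 it fell 2.15-fold (log2 fold change -1.10, standard error 0.055, adjusted p = 4.57e-09 from limma). After quantile normalization that change was -0.98, below a fold of 2. Rnf144a was also 4.80-fold higher in Mta1-KO than in WT (adjusted p = 2.75e-13), and changed by -0.39 in the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise.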

Another selected candidate was *Hmmr*, which encodes Hyaluronan mediated motility receptor protein that is found to be expressed in the breast tissue. It is notable that the *Hmmr* gene was found to be down regulated in *P53*-KO, whereas it was up regulated in *P53*-KO/*MTA1* when compared with the WT. 

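Hmmr, which encodes a receptor for hyaluronan that also acts in mitosis, was 3.19-fold lower in P53-KO than in WT (log2 fold change -1.67, standard error 0.150, adjusted p = 2.60e-07 from limma). From P53-KO to P53-KO/Mta1 it rose 2.28-fold (adjusted p = 3.57e-05). P53-KO/Mta1 still differed from WT by -0.48 on the log2 scale (adjusted p = 0.0155), below a fold of 2. The P53-KO and WT MEFs were of different embryonic days.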

The third candidate gene, *Klf15* which encodes a protein called kruppel like factor-15 was found to be highly up-regulated in *P53*-KO MEFs where as it is only weakly up-regulated in *P53*-KO/*Mta1*, when compared with the wild type. 

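Klf15, a Krüppel-like transcription factor, was 3.89-fold higher in P53-KO than in WT (log2 fold change 1.96, standard error 0.104, adjusted p = 1.18e-09 from limma). In P53-KO/Mta1 it fell 3.23-fold from P53-KO (adjusted p = 3.96e-08) and was 0.27 above WT on the log2 scale (adjusted p = 0.0490), below a fold of 2. In the Mta1 series Klf15 differed from WT by 0.37 in Mta1-KO (adjusted p = 0.0109) and did not pass the test between Mta1-KO/Mta1 and Mta1-KO (0.05, adjusted p = 0.831). The response of Klf15 to added Mta1 differed between the backgrounds by 1.74 (adjusted p = 2.32e-06).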

The expression levels from the RT-qPCR assay and the Affymetrix microarray data are in perfect agreement for all the chosen candidates in MEFs (Figure 7).

RT-qPCR assays were also conducted with human homologs to validate the genes that were believed to be regulated by *Mta1* in MEFs. This step of validation is performed with the *Mta1* knock down (*Mta1* siRNA) in MCF7compared with the non-target control siRNA. Similar differential gene expression levels were observed among all the genes (*VWA5A*, *EGR2*, *RNF144A*, *KLF15*, *and HMMR*) which are similar to the microarray expression profile (Figure 8).

**Figure 8:**
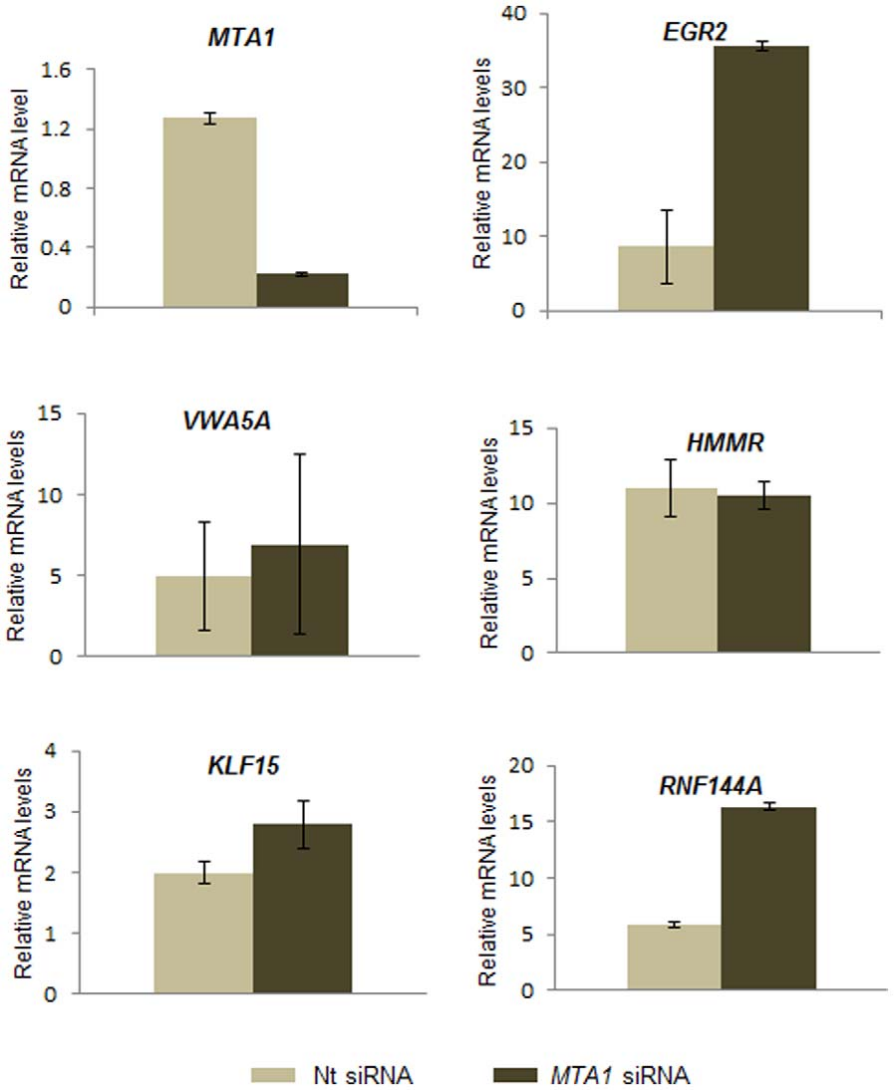
RT-qPCR was performed using the RNA obtained from the wild type MCF-7 cells and MCF-7 cells transfected with the *MTA1*-siRNA. The differential regulation of the selected genes (*EGR2*, *HMMR*, *KLF15*, *RNF144A*, *and VWA5A*) was observed in agreement with the Microarray and the RT-QPCR in the MEFs.

## Discussion

This study represents a complete genome wide screen for possible target genes of a transcriptional co regulator, *Mta1*. In addition to identifying “bona fide” *Mta1* target genes, the influence of *p53* on *Mta1* gene regulation and molecular function has also been analyzed extensively. Emerging literature on *Mta1* clearly establishes bidirectional interplay between the oncogene, MTA1 and the tumor suppressor, P53. Although *Mta1* was found to be a component of the Nucleosome Remodeling and Deacetylase (NuRD) complex, recent studies from our laboratory establishes the functions of MTA1 in DNA-damage response in a P53-dependent and -independent manner [24], [30], [34]. This raises the compelling question of how *P53* influences the gene regulation and overall function of MTA1. We attempted to address this question using microarray approach. The first goal of identifying “bona fide” *Mta1* targets have been achieved by initial comparison of genes regulated by *Mta1* wild type and the *Mta1* knockout. Subsequently, this set of genes was compared with the set identified from the comparative study of *Mta1* knock out vs. *Mta1* re-expressed in the knock out MEFs. The common genes identified from both comparisons reflect the *Mta1* “bona fide” targets (Table 3 and Table S5). To achieve the goal of defining oncogenic gene profile of *Mta1*, we have mimicked most cancer scenarios i.e. loss of *P53* and the over expression of oncogenes such as *Mta1* and compared *P53* knock out and *P53* knockout in which there was over expression of *Mta1* gene. 

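No gene of a textbook list of the DNA damage response and repair was called in P53-KO/Mta1 against P53-KO by limma, while many were slightly higher. Of 67 measured genes of this list, fixed before the data were examined, 0 rose and 0 fell at a fold of 2 (0 and 0 adjusted over the list alone). At an adjusted p under 0.05 with no minimum fold, 32 were higher and 4 lower, and at an unadjusted p under 0.05, 35 and 5. The median log2 change was 0.20 (camera adjusted p = 5.70e-07, and adjusted p = 0.115 with an estimated correlation). In P53-KO itself, 21 of the 67 were lower than in WT and none higher, with the ligase Lig4 4.45-fold lower and the checkpoint kinases Chek1 and Chek2 4.21-fold and 3.89-fold lower. Rpa2, which binds single-stranded DNA, was 3.15-fold lower. Of 51 cell cycle genes, 16 were also lower in P53-KO than in WT and none higher, with a median of -0.86. No list test was run for P53-KO against WT, and these MEFs came from embryos of different days. Of 38 measured genes of the list of P53 targets, 1 fell in P53-KO/Mta1 (Sulf2, -1.11) and none rose (1 and 0 adjusted over the list alone, camera adjusted p = 0.593).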

Interestingly, the identified 266 genes (Table 4) are mostly involved in DNA damage response. This is in agreement with the recently established *Mta1* function in DNA damage which is independent of *P53*. Together, these data further illustrate the possible genes that are regulated by *Mta1* “fail safe” mechanism which occurs due to loss of *P53*.

The gene ontology analysis again highlights the influence of *P53* on *Mta1* function. If *P53* is present, the targets regulated by *Mta1* play no remarkable role in the molecular functions such as catalytic activity or binding where as in the absence of *P53* about 39% of genes regulated by *Mta1* are involved in molecular functions, clearly indicating the influence of *P53* on *Mta1* gene regulation. Further extensive comparative analysis of all the data using IPA and networks reveals two distinct functional themes. In the presence of *P53*, the genes regulated by *Mta1* are mainly involved in the inflammatory response cancer and cellular movement. Whereas, in the absence of *P53* the genes regulated are predominantly related to cancer signaling reflecting the significance of *Mta1* in cancer. In agreement to the above mentioned observations, the top networks and pathways regulated by *Mta1* in the presence of *P53* appear to be antimicrobial response, inflammatory response and carbohydrate metabolism (Figure 9). For instance, most of the genes regulated by *Mta1* revolve around major complexes such as IRF7 (Interferon regulatory factor-7), which has been shown to play important role in the transcriptional activation of virus inducible cellular genes. In addition, as a part of innate antiviral immunity, the induction of systemic IFN takes place through IRF7 [42]. 

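Irf7, the transcription factor of virus-induced interferon genes, was 10.6-fold higher in Mta1-KO than in WT (log2 fold change 3.41, standard error 0.097, adjusted p = 1.44e-12 from limma). In the arrays labelled Mta1-KO/Mta1, which had no higher Mta1 row, it fell by 1.04 (adjusted p = 3.00e-06) and remained 5.16-fold above WT. The fall was 0.45 after quantile normalization and 0.98 without Mta1-KO/Mta1 replicate 1, and was then not called. In P53-KO Irf7 was 2.03-fold above WT, and P53-KO/Mta1 differed from P53-KO by -0.66 (adjusted p = 0.000138), below a fold of 2.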

Another gene, Immunity-related GTPases (*IRG*) that play an important role in defense against intracellular pathogens and NFĸB complex which has been well ascertained to be regulated by *Mta1* were also found in the network. 

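Interferon-inducible GTPases, the family of the IRG proteins and the guanylate-binding proteins, rose together with loss of Mta1. The guanylate-binding proteins Gbp7, Gbp3 and Gbp2 were 23.9-fold, 22.4-fold and 13.0-fold higher in Mta1-KO than in WT, and the IRG protein Irgm1 was 13.4-fold higher. Of 7 measured genes of this list, 6 rose and none fell (6 and 0 adjusted over the list alone; camera adjusted p = 1.20e-09, and adjusted p = 0.0220 with an estimated correlation). In the arrays labelled Mta1-KO/Mta1, 2 fell and none rose (2 and 0 adjusted over the list alone; camera adjusted p = 5.25e-07, and adjusted p = 0.0271 with an estimated correlation), although the Mta1 row did not rise there. These were Gvin1, 5.23-fold lower, and the IRG protein Tgtp1, 2.66-fold lower on the row with the larger spread of its 2 rows. After quantile normalization Tgtp1 fell by 0.80 and was not called. In P53-KO/Mta1 none of the 7 was called at a fold of 2 by limma (0 and 0 adjusted over the list alone), and 4 were lower at an adjusted p under 0.05 alone and also at an unadjusted p under 0.05 (camera adjusted p = 0.0342; adjusted p = 0.283 with an estimated correlation and 0.0889 with all rows of each gene).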

In agreement with our data recent studies suggest *MTA1* regulating its target genes either by acting as a corepressor [18], [19] or as transcriptional coactivator [20], [21] via interacting with RNA polymerase II. Together, these findings raise the possibility that *Mta1* may play a significant role in protecting regulation of innate immune response by directly modulating several pathways including NF-κB signaling [43]. Our data further supports this notion and emphasizes the role of *Mta1* in inflammation.

**Figure 9:**
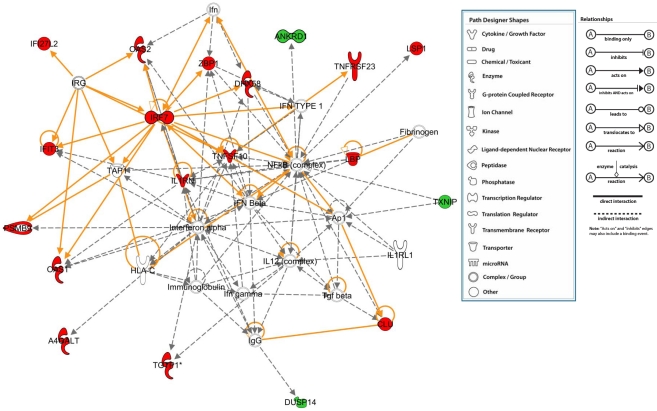
Gene network analysis shows that the genes regulated by *Mta1* in the presence of *P53* are involved in the networks associated with antimicrobial and inflammatory responses (statistically most significant network). When compared with the wild type MEFs, the genes that were up regulated in *Mta1* knockout MEFs are shown in red and the down regulated genes are shown in green. The network with the highest score from the IPA analysis was considered to be the most significant network and majority of the genes that were found in this network were up-regulated.

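Of the genes drawn as regulated in the network of Fig. 9, most were higher in Mta1-KO than in WT. Oas2 was 3.08 higher on the log2 scale, Dhx58 2.71 higher, Tnfsf10 1.82 higher and Lsp1, a leukocyte protein that binds actin, 1.47 higher. Dusp14, a dual specificity phosphatase, and Ankrd1 were lower, with log2 fold changes of -1.78 and -1.41. The figure shows 19 such genes, of which 16 have a single-gene row. Of these 16, 1 went against the direction drawn: Txnip, an inhibitor of thioredoxin, rose by 2.19. In total 14 of the 16 rose and 2 fell. The figure's genes were chosen by the study on these samples, so the count is not independent evidence of their direction.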

In contrast to that, in the absence of *P53*, *Mta1* target genes appear to be mainly involved in cancer and genetic disorders (Figure 10). For instance, many direct and indirect interactions were found with well studied cancer molecules such as Kirsten rat sarcoma viral oncogene homolog (KRAS) [44], [45], epidermal growth factor receptor (EGFR) [46]–[48] and vascular endothelial growth factor (VEGF) [49], [50] further highlighting the *P53*-independent central functions of *Mta1* in metastasis and cancer. Thus, MTA1 appears to be playing distinct molecular functions depending on the status of *P53*. 

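Egfr, the receptor of epidermal growth factor, fell 2.65-fold in P53-KO/Mta1 against P53-KO (log2 fold change -1.41, standard error 0.078, adjusted p = 1.50e-08 from limma). P53-KO MEFs had Egfr 6.60-fold above WT and P53-KO/Mta1 2.49-fold above WT. After quantile normalization the fall was 0.78 and was not called. Vegfa, the vascular endothelial growth factor, changed by -0.02 in P53-KO/Mta1 (adjusted p = 0.859). Its level was 1.85-fold above WT in P53-KO. In the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise, Egfr changed by 0.24 and Vegfa by -0.01, and the response of Egfr to added Mta1 differed between the backgrounds by 1.64 (adjusted p = 2.73e-07). From the network's links to these molecules, the paper proposes P53-independent functions of Mta1 in metastasis and cancer.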

In summary, our data presents complete gene profiling of *Mta1* in the presence and absence of *P53* representing a new resource and guide for future area of *Mta1* research which is unexplored but comprises several key elements that could be employed in the development of anticancer therapeutics and identification of novel functions of *Mta1*.

**Figure 10:**
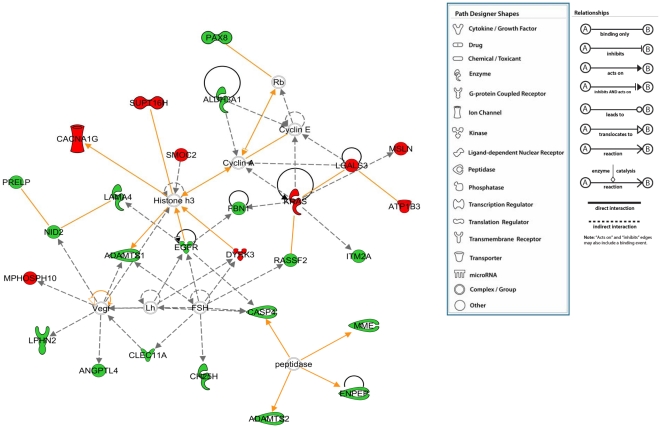
The genes differentially regulated (*p*-value<0.05 and fold change ≥±2.0) between the *P53* knock out and the *P53* knock out with *Mta1* over expressed MEFs (*Mta1* regulated genes independent of *P53*) were subjected to the network analysis and the most significant network found is associated with cancer and genetic disorders. Most of the genes in the network were found to be down regulated in *P53*-KO/*Mta1* when compared with *P53*-KO. All the upregulated genes are shown in red and the down regulated genes are shown in green color.

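Of the genes drawn as regulated in the network of Fig. 10, most fell in P53-KO/Mta1. The peptidase Mme fell by 2.05 on the log2 scale, the aldehyde dehydrogenase Aldh3a1 by 1.79, the growth factor Clec11a by 1.76 and the transcription factor Pax8 by 1.59. Smoc2 rose by 1.77 and the sodium pump subunit Atp1b3 by 1.30. The figure shows 27 such genes, of which 24 have a single-gene row. Of these 24, 16 fell, 6 rose and 2 were not called, Casp4 (-0.97) and Dyrk3 (1.00), both just under a fold of 2. Cacna1g, a calcium channel subunit drawn as up-regulated, fell by 1.91 and is among the 16. Casp4 was called without P53-KO replicate 1 (-1.09) and without P53-KO/Mta1 replicate 1 (-1.03). Dyrk3 was called after array median centring (1.01) and without P53-KO replicate 2 (1.04), P53-KO replicate 3 (1.03), P53-KO/Mta1 replicate 1 (1.01) or P53-KO/Mta1 replicate 2 (1.01). The study chose these genes on the same samples, so the count is not independent evidence.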

## Materials and Methods

### Cell Culture

Wild type Murine Embryonic Fibroblasts (MEFs) and *Mta1*-KO MEFs were obtained as described previously [35]. *P53* knock out MEFs were kindly provided by Dr. G. Lozano (M.D. Anderson Cancer Center, Houston, TX). MEFs and MCF7 (Michigan Cancer Foundation-7 human breast cancer cell line) were cultured in DMEM/F-12 medium containing 10% fetal bovine serum (FBS-Difco Laboratories, Detroit, Michigan) and 1% antibiotic-antimycotic solution in a humidified 5% CO_2_ at 37°C. Cell culture reagents were purchased from Invitrogen (Carlsbad, CA). *Mta1^+/+^*, *Mta1^−/−^*, *Mta1^−/−^/Mta1*, *p53^−/−^ and p53^−/−^/Mta1* MEFs have been described previously [23], [24]. Human MTA1 and non target control siRNA smart pools were obtained from Dharmacon, Inc. MCF7 cells were obtained from ATCC (ATCC number: HTB-22) Transfection into MCF7 cells was performed with Oligofectamine reagent (Invitrogen) and manufacturer's instructions were followed. Cells were collected after 36–48 hours after transfection.

### RNA Extraction & Microarray Gene Expression Arrays

Microarray gene expression assays have been performed as described previously [30]. In summary total RNA was extracted from the cells using Trizol (Invitrogen, Carlsbad, CA) and the manufacturer's protocol was followed. The quality and the concentrations of the extracted RNA were checked using the Nano-Drop (Thermo scientific). RNA was then purified using RNeasy Mini Kit (Qiagen, Valencia, CA) and the integrity was tested on 6000 NanoChips using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Finally, Affymetrix Mouse Exon 1.0 ST arrays were used for the hybridization, arrays were scanned and the expression data was obtained in the form of .CEL files.

### Microarray data analysis

To analyze the data generated from the microarray experiments we used GeneSpring GX 10.0.2 (Agilent technologies, Inc) software package for the data Quality Control and the statistical analysis of the microarray data. The method of Benjamini and Hochberg was applied for the multiple corrections with a *p*-value cut-off of 0.05 and fold change ≥±2.0 to obtain the statistically significant genes. Heat maps for individual arrays were generated and the hierarchical cluster analysis was performed using MeV 4.5 [51]. Gene Ontology analysis was performed using GeneSpring GX 10.0.2 (Agilent Technologies). All data is MIAME compliant and the raw data has been deposited in Gene Expression Omnibus (GEO) as detailed on the Microarray Gene expression Data Society (MGED) society website (http://www.mged.org/Workgroups/MIAME/miame.html).

### Functional and Network Analysis

We used the Ingenuity pathway Analysis (Ingenuity Systems, Inc) to find the statistically significant pathways, functions and the networks in which the identified genes regulated by *Mta1*are possibly involved. Fischer's exact test was used to identify the significant functions and pathways represented within the respective gene sets.

### RT-qPCR

RT-qPCR analysis was performed following the protocol described previously [23], [24]. In order to validate the microarray data we selected candidate genes and RT-qPCR assays were conducted (all the primers used in this study are listed in Table S10). 2 µg of the total RNA was used for the first strand cDNA synthesis using the superscript III First-strand sys kit (Invitrogen), according to the manufacturer's instructions in 21-µl reactions. These reactions were diluted 1∶10 with nuclease-free water. Duplicates of the qPCR contained 2-µl of the first strand cDNA, 1-µl of the intron-spanning primers specific for that particular mRNA sample, 2 µl of nuclease free water and 5 µl of SYBR Green (Bio-Rad, Hercules, CA). Reactions (10 µl) were run in 96-well optical plates (Bio-Rad, Hercules, CA). Average threshold cycle (Ct) values of 18S mRNA (chosen as normalizer) were subtracted from the corresponding average Ct values of a target mRNA to obtain ΔCt values. The relative RNA levels were then expressed as 2^−Δct^.

## Supporting Information

Figure S1 Western blot assay of the five samples (WT, Mta1-KO, Mta1-KO/Mta1, P53-KO, and P53-KO/Mta1) was performed using Mta1 antibody as described previously [30] and the levels of Mta1 in all the five conditions are shown. α-Tubulin was used as the internal control.
(TIF)

Table S1 Complete list of the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the wild type and the *Mta1* knock out MEFs.
(XLS)

Table S2 The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the wild type and the *Mta1* knock out MEFs.
(DOC)

Table S3 Complete list of the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the *Mta1* knockout (*Mta1*-KO) MEFs and *Mta1* reintroduced into the knock out MEFs (*Mta1*-KO/*Mta1*).
(XLS)

Table S4 The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the *Mta1* knockout (*Mta1*-KO) MEFs and *Mta1* reintroduced into the knock out MEFs (*Mta1*-KO/*Mta1*).
(DOC)

Table S5 The ‘Bona fide’ genes that are regulated by *Mta1*.
(DOC)

Table S6 Complete list of the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the *P53* knock out (*P53*-KO) and *P53* knockout MEFs with over expression of *Mta1*(*P53*-KO/*Mta1*).
(XLS)

Table S7 The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays in MEFs between the *P53* knockout (*P53*-KO) and *P53* knockout MEFs with over expression of *Mta1* (*P53*-KO/*Mta1*).
(DOC)

Table S8 Gene Ontology analysis of the genes differentially regulated between WT & *Mta1*-KO with ≥2.0 fold change.
(DOC)

Table S9 Gene Ontology analysis of the ‘bona fide’ *Mta1* regulated genes in the absence of *P53* with ≥2.0 fold change.
(DOC)

Table S10 Primer sequences for the candidate genes of *Mus Musculus* and *Homo sapiens* that were used in the RT-qPCR assays are shown.
(DOC)

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S2 — The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the wild type and the Mta1 knock out MEFs.

**Table S2**: Statistical summary of the Significant differentially regulated genes between the MEFs Wild type and the *Mta1* knock out.

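Table S2 summarizes, for each group, the mean log2 values of the genes changed between WT and Mta1-KO. Over the 1112 rows called here, the WT means ran from -5.54 (Efemp1) to 4.53, with a mean of -0.27, a median of -0.25 and a standard deviation of 1.20. The Mta1-KO means ran from -4.93 (the row of Cd24a and Gm6212) to 5.28, with a mean of 0.41, a median of 0.31 and a standard deviation of 1.22. Values are centred on each row's median over all 15 arrays, so 0 is the middle of the 5 groups and not WT.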

| Property | WT | *Mta1*-KO |
| --- | --- | --- |
| No. of Observations | 1124.00 | 1124.00 |
| No. of Missing Values | 0.00 | 0.00 |
| Minimum | -5.52 | -5.08 |
| Maximum | 4.55 | 5.09 |
| Mean | -0.26 | 0.42 |
| Trimmed Mean | -0.25 | 0.42 |
| Median | -0.23 | 0.34 |
| Std. Deviation | 1.19 | 1.22 |
| Trimmed Std. Deviation | 1.07 | 1.10 |
| No. Of Outliers | 28.00 | 47.00 |
| Percentile 1.0 | -3.74 | -2.99 |
| Percentile 5.0 | -2.19 | -1.38 |
| Percentile 10.0 | -1.57 | -1.03 |
| Percentile 25.0 | -0.95 | -0.26 |
| Percentile 50.0 | -0.23 | 0.34 |
| Percentile 75.0 | 0.57 | 1.10 |
| Percentile 90.0 | 1.17 | 1.92 |
| Percentile 95.0 | 1.48 | 2.56 |
| Percentile 99.0 | 2.68 | 3.79 |

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S4 — The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays between the Mta1 knockout (Mta1-KO) MEFs and Mta1 reintroduced into the knock out MEFs (Mta1-KO/Mta1).

**Table S4:** Statistical summary of the Significant differentially regulated genes between the *Mta1* knock out MEFs and the *Mta1* knock out MEFs with *Mta1*transfected back.

| **Property** | ***Mta1*-KO** | ***Mta1*-KO/*Mta1*** |
| --- | --- | --- |
| **No. of Observations** | 184.00 | 184.00 |
| **No. of Missing Values** | 0.00 | 0.00 |
| **Minimum** | -5.08 | -3.35 |
| **Maximum** | 4.65 | 3.90 |
| **Mean** | 0.84 | 0.28 |
| **Trimmed Mean** | 0.85 | 0.28 |
| **Median** | 1.04 | 0.08 |
| **Std. 

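For the 186 rows called between Mta1-KO and the arrays labelled Mta1-KO/Mta1, the Mta1-KO means had a median of 1.03, a mean of 0.84 and a standard deviation of 1.43, with a maximum of 4.51. The Mta1-KO/Mta1 means ran from -3.18 to 3.98, with a median of 0.05, a mean of 0.26 and a standard deviation of 0.97. The lower end is the row of Cd24a and Gm6212. The Mta1 row did not rise in the arrays labelled Mta1-KO/Mta1.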

Deviation** | 1.45 | 0.99 |
| **Trimmed Std. Deviation** | 1.36 | 0.92 |
| **No. Of Outliers** | 5.00 | 11.00 |
| **Percentile 1.0** | -3.61 | -1.90 |
| **Percentile 5.0** | -1.44 | -1.05 |
| **Percentile 10.0** | -1.09 | -0.85 |
| **Percentile 25.0** | 0.00 | -0.24 |
| **Percentile 50.0** | 1.04 | 0.08 |
| **Percentile 75.0** | 1.61 | 0.73 |
| **Percentile 90.0** | 2.80 | 1.60 |
| **Percentile 95.0** | 3.22 | 2.25 |
| **Percentile 99.0** | 4.18 | 3.27 |

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S5 — The ‘Bona fide’ genes that are regulated by Mta1.

**Supplementary Table S5:** Bona fide *Mta1* regulated genes in the presence of *P53* identified from the Affymetrix Mouse Exon 1.0 ST Arrays.

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S7 — The statistical summary of the log 2 ratio values for the differentially expressed probe sets on the Affymetrix Mouse Exon 1.0 ST arrays in MEFs between the P53 knockout (P53-KO) and P53 knockout MEFs with over expression of Mta1 (P53-KO/Mta1).

**Table S6: Statistical summary (log2 values) of the Significant differentially regulated genes between the *P53* knock out MEFs and the *P53* knock out MEFs with *Mta1*transfected.**

| **Property** | ***P53*-KO** | ***P53*-KO/*Mta1*** |
| --- | --- | --- |
| **No. of Observations** | 266.00 | 266.00 |
| **No. of Missing Values** | 0.00 | 0.00 |
| **Minimum** | -2.17 | -3.99 |
| **Maximum** | 4.64 | 5.08 |
| **Mean** | 0.92 | -0.03 |
| **Trimmed Mean** | 0.92 | -0.03 |
| **Median** | 0.98 | -0.05 |
| **Std. 

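For the 271 rows called between P53-KO and P53-KO/Mta1, the P53-KO means ran from -2.15 to 4.66, with a mean of 0.88, a median of 1.00 and a standard deviation of 1.25. The P53-KO/Mta1 means ran from -3.84 to 5.06, with a mean of -0.02, a median of -0.01 and a standard deviation of 1.06.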

Deviation** | 1.22 | 1.04 |
| **Trimmed Std. Deviation** | 1.15 | 0.92 |
| **No. Of Outliers** | 2.00 | 10.00 |
| **Percentile 1.0** | -1.73 | -3.22 |
| **Percentile 5.0** | -1.17 | -1.57 |
| **Percentile 10.0** | -0.73 | -1.19 |
| **Percentile 25.0** | 0.02 | -0.62 |
| **Percentile 50.0** | 0.98 | -0.05 |
| **Percentile 75.0** | 1.66 | 0.54 |
| **Percentile 90.0** | 2.54 | 1.23 |
| **Percentile 95.0** | 3.04 | 1.73 |
| **Percentile 99.0** | 4.21 | 2.64 |

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S8 — Gene Ontology analysis of the genes differentially regulated between WT & Mta1-KO with ≥2.0 fold change.

**Supplementary Table S8: GO Analysis of the genes differentially regulated between the WT and *Mta1*-KO with ≥ 2.0 fold change**

| **GO ACCESSION** | **GO Term** | **p-value** | **Corrected p-value** | **Count in Selection** | **% Count in Selection** | **Count in Total** | **% Count in Total** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |
| GO:0048731 | system development | 6.82E-09 | 1.14E-04 | 28 | 4.39 | 1637 | 9.17 |
| GO:0009887 | organ morphogenesis | 8.36E-09 | 1.27E-04 | 28 | 4.39 | 522 | 2.92 |
| GO:0006952 | defense response | 9.08E-09 | 1.30E-04 | 33 | 5.17 | 421 | 2.36 |
| GO:0048856 | anatomical structure development | 1.71E-08 | 2.32E-04 | 28 | 4.39 | 1799 | 10.08 |
| GO:0016337 | cell-cell adhesion | 3.55E-08 | 4.57E-04 | 23 | 3.61 | 204 | 1.14 |
| GO:0050793 | regulation of developmental process | 6.32E-08 | 7.09E-04 | 1 | 0.16 | 758 | 4.25 |
| GO:0045087 | innate immune response | 6.21E-08 | 7.09E-04 | 18 | 2.82 | 84 | 0.47 |
| GO:0006950 | response to stress | 6.24E-08 | 7.09E-04 | 43 | 6.74 | 975 | 5.46 |
| GO:0007275 | multicellular organismal development | 2.04E-07 | 0.00218996 | 84 | 13.17 | 2155 | 12.07 |
| GO:0042127 | regulation of cell proliferation | 6.02E-07 | 0.00621014 | 7 | 1.10 | 371 | 2.08 |
| GO:0007389 | pattern specification process | 7.12E-07 | 0.007057759 | 10 | 1.57 | 241 | 1.35 |
| GO:0007156 | homophilic cell adhesion | 9.76E-07 | 0.009318451 | 19 | 2.98 | 90 | 0.50 |
| GO:0019838 | growth factor binding | 1.20E-06 | 0.01068921 | 13 | 2.04 | 52 | 0.29 |
| GO:0007167 | enzyme linked receptor protein signaling pathway | 1.36E-06 | 0.011452871 | 18 | 2.82 | 237 | 1.33 |
| GO:0031225 | anchored to membrane | 1.72E-06 | 0.013836062 | 23 | 3.61 | 129 | 0.72 |
| GO:0007169 | transmembrane receptor protein tyrosine kinase signaling pathway | 3.24E-06 | 0.02385981 | 18 | 2.82 | 153 | 0.86 |
| GO:0030246 | carbohydrate binding | 4.18E-06 | 0.029914644 | 1 | 0.16 | 271 | 1.52 |
| GO:0005201 | extracellular matrix structural constituent | 7.58E-06 | 0.052793097 | 9 | 1.41 | 60 | 0.34 |
| GO:0004908 | interleukin-1 receptor activity | 1.34E-05 | 0.088519424 | 5 | 0.78 | 7 | 0.04 |
| GO:0019966 | interleukin-1 binding | 1.34E-05 | 0.088519424 | 5 | 0.78 | 7 | 0.04 |
| GO:0007160 | cell-matrix adhesion | 1.37E-05 | 0.08854531 | 12 | 1.88 | 55 | 0.31 |
| GO:0005520 | insulin-like growth factor binding | 1.45E-05 | 0.090989135 | 8 | 1.25 | 21 | 0.12 |

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S9 — Gene Ontology analysis of the ‘bona fide’ Mta1 regulated genes in the absence of P53 with ≥2.0 fold change.

**Supplementary Table S9:** GO Analysis of the bona fide *Mta1* regulated genes in the absence of *P53* with ≥ 2.0 fold change

| **GO ACCESSION** | **GO Term** | **p-value** | **corrected p-value** | **Count in Selection** | **%Count in Selection** | **Count in Total** | **% Count in Total** |
| --- | --- | --- | --- | --- | --- | --- | --- |

| GO:0044266 | multicellular organismal macromolecule catabolic process | 1.99E-06 | 0.0264874 | 5 | 3.65 | 16 | 0.09 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| GO:0044243 | multicellular organismal catabolic process | 1.99E-06 | 0.0264874 | 5 | 3.65 | 16 | 0.09 |
| GO:0044254 | multicellular organismal protein catabolic process | 1.99E-06 | 0.0264874 | 5 | 3.65 | 16 | 0.09 |
| GO:0044256 | protein digestion | 1.99E-06 | 0.0264874 | 5 | 3.65 | 16 | 0.09 |
| GO:0044236 | multicellular organismal metabolic process | 2.79E-06 | 0.03130538 | 5 | 3.65 | 17 | 0.10 |
| GO:0032963 | collagen metabolic process | 2.79E-06 | 0.03130538 | 5 | 3.65 | 17 | 0.10 |
| GO:0009611 | response to wounding | 3.68E-06 | 0.03952132 | 7 | 5.11 | 291 | 1.63 |
| GO:0019199 | transmembrane receptor protein kinase activity | 7.32E-06 | 0.07543227 | 7 | 5.11 | 72 | 0.40 |

# Supplementary material for: Gene Profiling of Mta1 Identifies Novel Gene Targets and Functions
**Source:** PLoS One. 2011 Feb 25;6(2):e17135. doi: 10.1371/journal.pone.0017135
**Supplement:** Table S10 — Primer sequences for the candidate genes of Mus Musculus and Homo sapiens that were used in the RT-qPCR assays are shown.

**Supplementary Table S7:** Primer Sequences used for the RT-qPCR Assays

***Mus Musculus***

| **Gene** | **Forward Sequence 5’-3’** | **Reverse Sequence 5’-3’** |
| --- | --- | --- |
| *Aw551984* | GGGCCCCTGGTGCATAGGGAT | TAGCGCTGTTGGGGTGTGCC |
| *Egr2* | GCCCAGCAAAACGCCAGTGC | AAGGGCTTGTGGCCCGTGTG |
| *Phf17* | TCGGTGGCCCGGACCCAT | CTGCTGCTGGGAAGGCGACC |
| *Hmmr* | AGCTCGCCCTGGCTGAGTTG | ATGGCTTGGGGGTGAGCAGC |
| *Klf15* | AGCACATGATGGCCCCGTGC | AAGCTGGGCGACCTTGACGC |
| *Rnf144a* | CGGCAACAGATCAGCTCCAGCC | AAGCAGCCCCGGGTACACCA |
| *Wnt5a* | TGCAACCCCTCACCCCCACA | AGTGTCCACCAGGGCTGCCA |
| *Egfr* | ATGCCGCCTCCTGGGCATCT | TGGCTGCCAAGTCACGGTGC |
| *Timp3* | TCCCGCCGGGCTACTTGGAA | GCGGGGACTGCCGCTCTTTT |
| *18S-*Mouse | CATGGCCGTTCTTAGTTGGT | GAACGCCACTTGTCCCTCTA |

***Homo sapiens***

| **Gene** | **Forward Sequence 5’-3’** | **Reverse Sequence 5’-3’** |
| --- | --- | --- |
| *EGR2* | CCCAGGCTCAGTCCAACCCCT | CCTCGCACAACCTGGAGACCC |
| *VWA5A* | GCCCAGGTCAGAGGTCTGCG | GCTCCCGGTGGAGGGTGAGT |
| *HMMR* | TTTGAAACCGGTAGGGAGTG | CCAGCTCCAGAAACTGAAGG |
| *KLF15* | GCTCGTCCCCTCCTCCGGTT | CCAGGACAGCCTGGCCCTCT |
| *RNF144A* | CGCGGGAGTCATTGGCTGGG | GCCACTGGACACAGGGCCAC |
| *18S-*HUMAN | CCGGAGCTAGGAATAATGGA | CCCTCTTAATCATGGCCTCA |

How the deposited data were processed for this re-analysis (not part of the article)

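Gene-level RNA was measured on Affymetrix Mouse Exon 1.0 ST arrays in mouse embryonic fibroblasts of 5 groups, WT, Mta1-KO, Mta1-KO/Mta1, P53-KO and P53-KO/Mta1, with 3 arrays in each group and 15 in all. The authors processed the arrays in GeneSpring GX 10.0.2, and the deposited values are their normalized log2 values, each row centred on its median over the 15 arrays (largest absolute row median 0). The method that summarized the exon probes is not given in the sources used here. The table holds 16755 probe rows. The unit was checked against the study's gene tables (Tables S1, S3 and S6): the log2 fold changes computed here had a slope against them of 0.999, 1.00 and 0.999 and an r of 0.999717, 0.999571 and 0.999501, which sets the log base and the direction. The signal level that the centring removed stays unknown, so no level, depth or background is given for any array. The array medians were -0.0165, -0.00516 and 0.0198 in WT and 0.0108, -0.00787 and 0.0148 in Mta1-KO. In Mta1-KO/Mta1 they were -0.00114, 0 and -0.00524. In P53-KO they were 0.0231, -0.0119 and 0.0174, and in P53-KO/Mta1 0, 0 and -0.000364. All were close to 0, which the centring of each row does not by itself give.

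Gene names came from the annotation of the array's probes and were compared by Entrez ID with a RefSeq gene table (14941 matched, 0 symbols changed). Of the rows, 14996 carry a single gene, 1019 carry several and 740 carry none. Rows with several genes were tested and counted, and no single gene was named from them. There are 135 genes with several rows; none of these was called in opposite directions on its rows, and 8, 1 and 2 were called on some rows only in Mta1-KO against WT, Mta1-KO/Mta1 against Mta1-KO and P53-KO/Mta1 against P53-KO. For gene lists and named genes the row with the largest spread was used.

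A linear model with a mean for each of the 5 groups was fitted with limma 3.58.1 in R 4.3.3, leaving 10 residual degrees of freedom, with 3.46 prior degrees of freedom. The contrasts were Mta1-KO against WT, Mta1-KO/Mta1 against Mta1-KO, P53-KO/Mta1 against P53-KO, the difference between the last 2, and each line against WT. A row was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2, the thresholds of the study. On simulated data with the spread of these arrays, every row changed 3-fold or 8-fold was called (67 of 67 and 66 of 66 in each comparison), none changed 1.5-fold was called because of the minimum fold, and 0 unchanged rows were called. Recovery was computed as the change from Mta1-KO to Mta1-KO/Mta1 divided by the change from WT to Mta1-KO, with its sign reversed, in percent. Overlaps were set against n1 × n2 / N in each direction and tested with Fisher's exact test. Where comparisons share arrays, the correlation and covariance expected without any change came from 100 simulations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

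There were 29 gene lists, written from textbook knowledge before the data were examined, with 919 genes of which 742 have a row: interferon-stimulated genes, interferon-inducible GTPases, antigen presentation, acute phase and complement, inflammatory mediators, matrix proteins, matrix proteases and inhibitors, P53 targets, DNA damage and repair, cell cycle, the NuRD complex, LXR/RXR and lipid handling, growth factor and RAS signalling, WNT signalling, the protocadherin beta cluster, Hox genes, imprinted genes, metallothioneins and NRF2 targets, ribosomal proteins, sex-linked genes, and markers of fibroblasts, smooth muscle, skeletal and cardiac muscle, endothelium, blood and macrophages, epithelium, neural cells, fat, cartilage and bone, and pluripotent, trophoblast and yolk sac cells. They were tested with camera at a preset correlation of 0.01, adjusted over all 87 tests. Named genes are every gene the paper names from the arrays; for each of the 3 comparisons and their difference, the 10 largest rises and the 10 largest falls among called single-gene rows whose 3 arrays of one group all lie above the other 3; up to 4 called members of each list; up to 10 of the genes called in all 3 comparisons; and up to 4 examples from each of Fig. 9 and Fig. 10. Genes named outside this rule are marked as chosen after their values were seen.

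Alternatives were the methods' t-test, limma on only the arrays of the compared groups, quantile normalization, centring of each array on its median, no minimum fold, trend and robust settings, replicate number as a block, each array left out in turn, camera with an estimated correlation, fry, and all rows of each gene. A filter on dim probes was not run, since the centred values hold no level. Gene Ontology term sets and the pathway tool of the study were not used here, and the Western blot, the PCR experiments and the human cells were not analysed here.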

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

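The tests chosen only after the result was seen are both tests of the Mta1 row, the tests of equal recovery, of a difference of the WT cells in all changed genes and of a batch, the test of transfection and selection, and the comparisons of P53-KO and of Mta1-KO/Mta1 with WT.

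The response to added Mta1 differed between Mta1-KO and P53-KO MEFs in 273 probe rows, by a test of the difference itself. The backgrounds also differ in embryonic day, in their own Mta1, which only the P53-KO MEFs keep, and for some genes in starting level. The test does not separate these from P53. Higher in Mta1-KO MEFs, as differences of log2 responses, were Npr3 (4.46), Mmp13 (3.98), Cxcl15 (3.52), Saa3 (3.38), Lbp (3.38), Mmp3 (3.35), Ogn (3.07), Rtl3 (2.97), Abi3bp (2.93), Timp3 (2.77), Npy1r (2.70), Tmem45a (2.21), Klf15 (1.74), Egfr (1.64) and Efemp1 (1.43). Higher in P53-KO MEFs were Ifi27l2a (-2.92), AW551984 (-2.53), Gvin1 (-2.43), Nqo1 (-2.42), Stmn2 (-2.17), Pla2g7 (-2.17), Tgtp1 (-1.95 and -1.14 on its 2 probe rows, the latter -0.58 and not called after quantile normalization), Smoc2 (-1.95), Cd109 (-1.87), Tspan13 (-1.77) and Egr2 (-1.06). Nqo1 and Tspan13 fell in the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise, and were below a fold of 2 in P53-KO/Mta1 (0.89 and 0.69), while Cd109 rose in P53-KO/Mta1 (1.10). Of 100 relabellings of the arrays within each background, 8 gave as many differences, the real labels included (highest other 495). All 7 others kept the groups of one background whole, and with them the response of that background, so the count decides nothing about chance: 5 kept P53-KO and P53-KO/Mta1 (318, 495, 387, 343 and 320) and 2 kept Mta1-KO and Mta1-KO/Mta1 (335 and 311).

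P53-KO against WT, which the paper reports for single genes only, changed 2032 rows. Of the rows changed in Mta1-KO against WT, 503 changed the same way in P53-KO. The Y-linked genes Eif2s3y (-3.94) and Kdm5d (-1.95) were lower in P53-KO than in WT, so these lines may also differ in sex, which was not tested and is not separated from P53 here. In Mta1-KO, 10 of 32 Hox genes were lower than in WT at a fold of at least 2 and none higher, while with no minimum fold 16 were lower and 4 higher (camera adjusted p = 0.000735, and 0.214 with an estimated correlation); the paper does not discuss them.

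The Mta1 row was not higher in the arrays labelled Mta1-KO/Mta1 than in Mta1-KO. An exchange of single arrays between groups is excluded, since 15 of 15 arrays lay nearer to both of their replicates than to any other array. An exchange of whole groups is not excluded by that test. Exchanging Mta1-KO with Mta1-KO/Mta1 would not give the missing rise, however. These groups differed by only -0.17 in the Mta1 row (limma adjusted p = 0.0669), and both lay below WT (-1.09 and -1.26). The paper's PCR of AW551984, Egr2 and Phf17, not analysed here, is reported to run in opposite ways in knockout and re-expression and to match the arrays as labelled, and the protein levels of Fig. S1 were not read. Probes that do not read the introduced transcript may be a cause: in P53-KO/Mta1, which keeps its own Mta1, the row rose by 0.27, and this cannot be told apart from a rise too small to see because the construct is not described. No biological explanation was tested.

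Most genes changed in Mta1-KO stayed changed in the arrays labelled Mta1-KO/Mta1. The same recovery for every gene is argued against, since for 71.0% of changed rows the 95% interval of the recovery leaves out the median. The intervals rest on the spread between arrays, which may be technical. A lower level of restored Mta1 with a recovery that differs between genes was not tested and stays open. A difference of the WT cells from the other lines apart from Mta1 may contribute: 503 of the 1112 rows changed the same way in P53-KO, which keeps Mta1 (chance gives 63.8), and this share was higher among rows that stayed changed (51.9%) than among those that changed back (34.7%; odds ratio 2.03, Fisher's exact p = 0.000532, two-sided). Part of that overlap may come from the shared WT arrays (covariance 0.229 and correlation 0.541, against 0.00437 and 0.502 simulated without change), and embryonic day differs between the lines. The odds ratio may also be raised by the shared WT arrays, since staying changed is itself a call against WT. No value without change was simulated for the odds ratio, and its test takes rows as independent. A batch of the WT arrays cannot be told apart from the genotype. The paper took data of WT and Mta1-KO from an earlier study and does not say which arrays these are, so the comparison of Mta1-KO/Mta1 with Mta1-KO may cross studies; Mta1-KO lay at a distance of 42.3 from Mta1-KO/Mta1 and 82.7 from WT.

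The responses to added Mta1 in the 2 backgrounds were correlated across rows, and of the 44 rows changed in both, 40 moved the same way and 4 in opposite ways, although the responses differed in 273 rows. Whether a shared array normalization is a cause was not decided. The correlation of the responses was 0.413 after quantile normalization, but that is a further normalization shared by all arrays and cannot undo the first. Transfection and selection cannot be told apart from Mta1 as the source of the correlation of 0.441, since no arrays of cells with the vector alone were used here. An effect of Mta1 itself stays open, and no biological explanation was tested.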

How the results depend on the processing

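The comparisons of P53-KO and of Mta1-KO/Mta1 with WT and the list counts at an unadjusted p were chosen only after the data were seen; the alternatives of the planned comparisons were set before the data were examined. No named gene or list past its threshold changed direction under the alternatives run, but the lean of the counts did: with no minimum fold, 2950 rows rose and 3782 fell in Mta1-KO, 2070 and 2628 in Mta1-KO/Mta1, and 2626 and 2377 in P53-KO/Mta1.

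The 1112, 186 and 271 changes became 1106, 183 and 260 with the methods' t-test, 1111, 186 and 270 with only the arrays of the compared groups, 1115, 184 and 275 with array median centring, and 1156, 239 and 242 with quantile normalization, of which 1043, 128 and 200 were shared. The trend and robust settings gave 1112, 186 and 271. Leaving out each array gave 1085 to 1165, 173 to 209 and 274 to 308. With no minimum fold they were 6732, 4698 and 5003; opposite changes were then 2592, changes in all 3 comparisons 1959, differences of the responses 2913, changes in P53-KO against WT 8956 and in Mta1-KO/Mta1 against WT 6453, since the fold no longer limits the count.

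The median recovery of 65.8% was 66.8% with the methods' t-test, 82.7% with quantile normalization, and 60.6% (without Mta1-KO replicate 3) to 69.4% (without Mta1-KO replicate 2). Quantile normalization moved the shares that rose to 55.6%, 50.2% and 35.1%; leaving out an array moved that of Mta1-KO/Mta1 from 26.1% (without Mta1-KO replicate 3) to 36.6% (without Mta1-KO replicate 2). Of 87 list tests 45 passed, 22 with an estimated correlation and 77 with fry for mixed directions, which takes changes both ways. Of the genes in the study's tables, 93.0%, 72.1% and 71.9% were called after quantile normalization, against 97.0%, 98.0% and 94.5%. Quantile normalization of row-centred values makes the spread of deviations equal on every array by construction; otherwise the cause was not tested.

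Replicate numbers do not pair the arrays: the r of same-numbered deviations ran from -0.379 to 0.423, and no comparison had every pair above 0.1. The replicate block gave 1112, 186 and 271.

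For genes and lists named singly, 4263 values kept their side of the threshold, 82 lost it and 16 gained it. Among the calls run with an array left out, those of genes named in the text that ended were, in Mta1-KO/Mta1, Irf7 (-0.98 without Mta1-KO/Mta1 replicate 1), Pcdhb9 (-0.99 without Mta1-KO replicate 2) and Rspo2 (-0.99 without Mta1-KO replicate 1), in Mta1-KO, Espl1 (without WT replicate 1), and in P53-KO/Mta1, Pcdhb22 (-0.99 without P53-KO replicate 2, -0.82 without P53-KO/Mta1 replicate 1). Not every call against WT was run so. Irf7 in P53-KO, 2.03-fold above WT and close to the threshold, was not. The dim probe filter was not run, since the centred values give no signal over background.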

Differences from the paper's values

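The paper's count of genes of both Mta1 comparisons that did not regain a level like WT is the paper's 6; here 57 were called against WT, and all alternatives set before the data were examined also differ (methods' t-test 54, only the arrays of the compared groups 57, quantile normalization 28, array median centring 57, no minimum fold 2016, trend and robust settings and the replicate block 57, each array left out 54 to 61). Counted as genes that did not change in opposite directions, the number was 8, within 1.5 times the paper's 6, also without Mta1-KO replicate 3 (6), and it differs only with quantile normalization (10) and no minimum fold (684).

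In Mta1-KO, the largest mean among the genes changed against WT was the paper's 5.09 and here 5.28; all alternatives differ (quantile normalization 4.84). In Mta1-KO/Mta1, the smallest mean among the genes changed against Mta1-KO was the paper's -3.35 and here -3.18; all alternatives differ (quantile normalization -3.08). The largest Mta1-KO mean of that comparison was the paper's 4.65 and here 4.51; it does not differ without Mta1-KO replicate 3 (4.53), and differs under the other alternatives. In P53-KO/Mta1 the smallest mean was the paper's -3.99 and here -3.84; it does not differ with quantile normalization (-4.23), and differs under the others.

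Of the genes in the study's tables that have a single-gene row, 936 of 965, 144 of 147 and 222 of 235 were called here (Tables S1, S3 and S6), all with the same sign. Of the 29, 3 and 13 not called, quantile normalization calls 13, 1 and 1 and loses 52, 39 and 54 others, array median centring calls 2, 0 and 1 and loses 2, 0 and 0, and no minimum fold calls all. The methods' t-test calls 0 of them.

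The paper gives Hmmr as raised in P53-KO/Mta1; it was -0.48 against WT here, and 1.19 above P53-KO. It gives Rnf144a as raised without P53 and with added Mta1; it was 2.62 above WT in P53-KO and 1.52 in P53-KO/Mta1, but changed by -1.10 from P53-KO to P53-KO/Mta1. It counts most genes of that comparison to the DNA damage response; of 67 genes of a textbook list 0 were called by limma (35 up and 5 down at an unadjusted p under 0.05, a count chosen after the list results were seen). Of the 16 genes of Fig. 9 with a row and the 24 of Fig. 10, 1 in each went against its colour, Txnip (2.19) and Cacna1g (-1.91). Casp4 (-0.97) and Dyrk3 (1.00) of Fig. 10 were not called. Casp4 is called with no minimum fold and without P53-KO replicate 1 (-1.09) or P53-KO/Mta1 replicate 1 (-1.03), and Dyrk3 with no minimum fold, with array median centring (1.01) and without P53-KO replicate 2 (1.04), P53-KO replicate 3 (1.03), P53-KO/Mta1 replicate 1 (1.01) or P53-KO/Mta1 replicate 2 (1.01). The paper takes AW551984 as the homolog of VWA5A; the annotation has a separate Vwa5a, which changed by 1.96 and -1.17 in the Mta1 comparisons. It names Cd24 as the gene with the largest fall in Mta1-KO; that row (-5.64) is shared with Gm6212, and the largest single-gene fall was that of Slc38a1 (-5.46).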

Other observations

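The counts of splits and relabellings were chosen before the results were seen, except for the comparisons of P53-KO and of Mta1-KO/Mta1 with WT, which were chosen only after.

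Of 38 measured genes of the list of P53 targets, 11 rose and 1 fell in Mta1-KO (camera adjusted p = 2.36e-05, and 0.022 with an estimated correlation). Trp53inp1 was 9.01-fold, Cdkn1a 7.75-fold and Fas 5.36-fold higher than in WT, and Cdkn2a was 15.5-fold lower. In the arrays labelled Mta1-KO/Mta1, whose Mta1 row did not rise, none was called by limma (adjusted p = 0.131), and 12 were higher than WT and 1 lower. In P53-KO, only Eda2r (-2.42) and Ckap2 (-1.11) of the 38 were called lower than in WT and only Fas (1.72) higher. The list median there was 0.07, and no list test was run for that comparison. The rise of the list in Mta1-KO is therefore not read as P53 activity.

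Genes of the protocadherin beta cluster rose in Mta1-KO, 13 of 21 with none down (adjusted p = 1.73e-10; with an estimated correlation 0.0398), with Pcdhb8 at 3.59, Pcdhb9 at 3.51 and Pcdhb7 at 3.25. In Mta1-KO/Mta1 3 fell (0.000952; 0.257 with an estimated correlation) and in P53-KO/Mta1 1 fell (Pcdhb22, -1.05; 0.00217 and 0.283). Of 32 Hox genes, 10 fell in Mta1-KO (0.000735; 0.214 with an estimated correlation), with Hoxa9 at -3.07, Hoxb9 at -3.01 and Hoxc4 at -2.84, and 12 were lower than WT in P53-KO and 12 in Mta1-KO/Mta1. None was called in Mta1-KO/Mta1 against Mta1-KO (0.844) or in P53-KO/Mta1 against P53-KO (0.652). Of 24 imprinted genes, 5 rose and 1 fell in Mta1-KO (0.00602; 0.236), with Grb10 at 4.37 and Dlk1 at 3.22; 1 rose in Mta1-KO/Mta1 (Sgce; 0.844) and 2 fell in P53-KO/Mta1 (H19, -2.41, and Igf2; 0.0189 and 0.297).

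Of 25 metallothionein and NRF2 genes, 6 rose and 1 fell in Mta1-KO (0.183), with Ephx1 at 3.10 and Aox1 at 2.18; 1 rose and 4 fell in Mta1-KO/Mta1 (0.0465; 0.348 with an estimated correlation, 0.0547 with the replicate block), among them Gstt1 (-1.88) and Nqo1 (-1.53); and 2 fell in P53-KO/Mta1 (0.946). Of 12 NuRD genes only Mta1 was called, in Mta1-KO (0.00253; 0.0285), and none in Mta1-KO/Mta1 (0.0492; 0.115) or P53-KO/Mta1 (0.0159; 0.0668). Of 34 matrix proteases and inhibitors, 6 rose and 2 fell in Mta1-KO (0.0105; 0.115), with Reck at 1.84, and 2 rose and 2 fell in Mta1-KO/Mta1 (0.606), with Mmp9 at -1.39 and Mmp19 at -1.25.

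Of 67 DNA damage genes, 3 fell in Mta1-KO (2.77e-06; 0.138), Lig4 (-2.22), Dna2 (-1.93) and Rpa2 (-1.27), and 1 rose in Mta1-KO/Mta1 (Dna2, 1.12; 0.00495 and 0.366). Of 51 cell cycle genes, 2 fell in Mta1-KO, Ccne2 (-1.10) and Espl1 (-1.04; not called without WT replicate 1) (2.91e-06; 0.138), none was called in Mta1-KO/Mta1 (0.00375; 0.36), and 16 were lower than WT in P53-KO, with Gins1 at -3.12. Of 48 growth factor and RAS genes, 7 rose and 2 fell in Mta1-KO (0.23), with Pdgfrb at 1.93, and 2 rose in Mta1-KO/Mta1 (0.606), Epha7 (1.44) and Hgf (1.23). Of 35 WNT genes, 6 rose and 1 fell in Mta1-KO (0.00698; 0.269), with Sfrp2 at 4.25, and 3 fell in Mta1-KO/Mta1 (0.0275; 0.365), with Dkk3 at -1.14. Antigen presentation genes were not called in P53-KO/Mta1 (0.606).

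Of 10 smooth muscle markers, 3 rose and 1 fell in Mta1-KO (0.49), with Acta2 at 3.19 and Smtn at -1.21, and 2 fell in Mta1-KO/Mta1 (0.143). In Mta1-KO against WT, the other markers gave 1 up of 12 for skeletal and cardiac muscle (Tnnt2, 1.54; 0.0859), 1 up and 1 down of 17 for endothelium (Flt1, 1.10, and Cd34; 0.495), 2 down of 17 for blood and macrophages (Csf1r, -1.70, and Cd14, -1.36; 0.802), 1 down of 13 for epithelium (Krt19, -1.23; 0.907), 1 down of 14 for neural cells (Sox2; 0.781), 1 up and 1 down of 15 for fat, cartilage and bone (Sox9, 1.25, and Pparg, -1.11; 0.721) and 0 of 18 for pluripotent, trophoblast and yolk sac cells (0.606). In the 2 comparisons with added Mta1, none of these 7 lists passed, and 2 neural markers rose and 1 fell in P53-KO/Mta1 (Stmn2, Sox2 at 1.21 and Map2 at -1.06; 0.606). No ribosomal protein gene of 14 was called in the 3 comparisons (0.709, 0.637 and 0.606), and neither of 2 sex-linked genes (0.495, 0.23 and 0.993). In P53-KO against WT 38 of 53 matrix protein genes rose and none fell, and of 14 fibroblast markers 9 rose and 1 fell.

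For the counts of changes in Mta1-KO against WT (1112), Mta1-KO/Mta1 against Mta1-KO (186), P53-KO/Mta1 against P53-KO (271), P53-KO against WT (2032) and Mta1-KO/Mta1 against WT (961), 1 of 10 splits of the 6 arrays gave as many, the real one; the highest other gave 0, and 10 splits are too few for a share under 0.05. For the 121 opposite changes, 2 of 100 relabellings of the 9 arrays gave as many, the real labels included. The other, with 160, kept the Mta1-KO arrays whole, which both comparisons share, so this count decides nothing about chance. For the 34 changes in all 3 comparisons 1 of 100 did (highest other 0), and for the 45 list tests 1 of 100 did (highest other 36). These counts speak only to a random assignment of these arrays to the labels. Relabelled groups mix arrays of different lines, which widens the spread within them, so neither count excludes a chance difference between lines.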
